# A-to-I RNA Editing Affects lncRNAs Expression after Heat Shock

**DOI:** 10.3390/genes9120627

**Published:** 2018-12-13

**Authors:** Roni Haas, Nabeel S. Ganem, Ayya Keshet, Angela Orlov, Alla Fishman, Ayelet T. Lamm

**Keywords:** stress response, ADAR, *Caenorhabditis elegans*, transcriptomics

## Abstract

Adenosine to inosine (A-to-I) RNA editing is a highly conserved regulatory process carried out by adenosine-deaminases (ADARs) on double-stranded RNA (dsRNAs). Although a considerable fraction of the transcriptome is edited, the function of most editing sites is unknown. Previous studies indicate changes in A-to-I RNA editing frequencies following exposure to several stress types. However, the overall effect of stress on the expression of ADAR targets is not fully understood. Here, we performed high-throughput RNA sequencing of wild-type and ADAR mutant *Caenorhabditis elegans* worms after heat-shock to analyze the effect of heat-shock stress on the expression pattern of genes. We found that ADAR regulation following heat-shock does not directly involve heat-shock related genes. Our analysis also revealed that long non-coding RNAs (lncRNAs) and pseudogenes, which have a tendency for secondary RNA structures, are enriched among upregulated genes following heat-shock in ADAR mutant worms. The same group of genes is downregulated in ADAR mutant worms under permissive conditions, which is likely, considering that A-to-I editing protects endogenous dsRNA from RNA-interference (RNAi). Therefore, temperature increases may destabilize dsRNA structures and protect them from RNAi degradation, despite the lack of ADAR function. These findings shed new light on the dynamics of gene expression under heat-shock in relation to ADAR function.

## 1. Introduction

The survival of an organism depends on its ability to cope with environmental stresses. Exposure to elevated temperatures, oxidants, and heavy metals results in protein misfolding and aggregation, leading to protein homeostasis (proteostasis) disruptions. To counteract these detrimental effects, organisms initiate heat-shock response (HSR), an ancient mechanism, conserved from archaebacteria to mammals [1,2]. The central players of HSR are molecular chaperones called heat-shock proteins (HSPs). An increase in the level of misfolded proteins following heat shock activates a regulator of HSP transcription, heat-shock factor 1 (HSF1) [1,2], resulting in expression of HSP, which bind to misfolded proteins and enable their refolding into native conformations [2].

In multicellular organisms, HSR is not cell-autonomous, but rather regulated by neuronal and endocrine pathways. This is done to integrate the response with other organismal processes. In *Caenorhabditis *elegans,** the temperature-dependent transcription of HSP genes by HSF1 in all the somatic cells is induced by a pair of thermosensory neurons, the named AFDs, and their postsynaptic partners, named AIYs [3].

Adenosine to inosine (A-to-I) RNA editing is a highly conserved process, and is known to regulate cell function under various stress conditions [4,5]. A-to-I RNA editing is a post-transcriptional RNA modification within double-stranded RNA structures by the adenosine deaminase acting on RNA (ADAR) family of enzymes [6]. A-to-I RNA editing is common to all metazoans and is a very abundant modification of the transcriptome [7,8]. However, the biological significance of the phenomena is still not fully understood. Since inosine is read as guanosine by the translational machinery, A-to-I RNA editing can recode the transcriptome by substituting amino acids [9,10] and altering exon splice sites [11]. Recoding by editing diversifies the proteome thereby improving fitness. Editing is important to the central nervous system’s (CNS) function as the majority of recoding events in *Drosophila* and humans affect proteins involved in neurotransmission [12,13]. However, most of the editing events in human and in *C. elegans* occur in non-coding regions including introns, 3′ and 5′ untranslated regions (UTRs) and repetitive elements [8], suggesting additional roles for editing. For instance, editing destabilizes RNA duplexes by converting A-U base pairs to I-U wobbles [14]. In mammals, the disruption of secondary structures of endogenous transcripts by ADAR1 prevents activation of the cytosolic innate immune system (Interferon (IFN) response to viral infection) [14]. Similarly, in *C. elegans,* A-to-I editing protects endogenous double-stranded RNAs (dsRNAs) from RNA-interference (RNAi), a small interfering RNA (siRNA)-based innate immune mechanism aimed at destroying invading viral RNA [15,16]. Absence of adenosine-deaminases (ADARs) leads to an enrichment of siRNAs matching the hyper-edited genomic regions and to the downregulation of pseudogenes and long non-coding RNAs (lncRNAs) in an RNAi dependent manner [17,18]. Since long double-stranded RNAs are predominantly ADAR targets [19], the prominent effect of A-to-I editing on pseudogenes and lncRNAs is not surprising, due to their redundant patterns [17,20]. In contrast to mice and humans, *C. elegans* lacking ADAR genes are viable, but exhibit neurological defects (impaired chemotaxis), as well as a reduced lifespan and reduced expression of transgenes [21,22].

Editing probably only happens in the context of dsRNA. However, the RNA secondary structure is highly dynamic, as it stabilizes at low temperatures and melts at high temperatures. Therefore, in ectotherms, temperature changes result in editing efficiency changes, making A-to-I editing an optimal mechanism for sensing and regulating temperature adaptation. For example, in the octopus, the level of Kv1 potassium channel messenger RNA (mRNA) editing is much higher in the Antarctic species than those living in the tropics. The recoding by editing provides the channel with a much faster closing kinetics enabling it to maintain rapid firing rates in the cold [9].

In *Drosophila* the ADAR enzyme undergoes auto-RNA editing under certain conditions, resulting in a less efficient auto-regulatory isoform. Lowering or raising the temperature by 10 °C causes a 20% increase and 30% reduction in auto-editing levels, respectively [23]. In addition, the editing levels of sites within mRNA transcripts decrease following exposure to heat [4,24]. The decreased editing level results from alterations in the structure of ADAR’s target RNA, as well as from a decrease in the expression level of ADAR at high temperatures [25]. Examining the temperature-dependent changes of the entire editome of *Drosophila* revealed that although editing levels at elevated temperature are lower, the number of edited sites is significantly greater and they are less evolutionarily conserved [4]. These results suggest that due to changes in dsRNA structures at high temperatures, ADAR might not bind to its targets, but possibly non-specifically bind to thermodynamically stable dsRNA. On the phenotypic level, mutant flies lacking *ADAR* exhibit considerably more behavioral defects at high temperatures [26], and flies expressing low levels of ADAR protein fail to respond to temperature elevation by shifting to an adaptive nocturnal activity pattern [4]. Thus, ADAR function seems to play an important part in heat-stress response regulation.

The role of A-to-I RNA editing in the adaptation of nematodes to temperature changes has not been previously assessed. To get insight into the roles of A-to-I RNA editing in the adaptation of *C. elegans* to elevated environmental temperatures, we evaluated the overall gene expression changes under restricted heat-shock conditions (34 °C) in wild-type *C. elegans* worms and in strains mutated in both ADAR genes, *adr-1* and *adr-2*. Our results indicate that despite the regulatory role of ADAR enzymes upon heat stress, the expression of heat shock related genes is not affected in the absence of RNA editing following heat shock. In addition, a class of RNA editing target genes, lncRNAs, is upregulated under heat shock in ADAR mutants, suggesting that temperature increases may affect the function of ADAR enzymes in protecting against RNAi.

## 2. Materials and Methods

### 2.1. Maintenance and Growth of Caenorhabditis elegans Strains

The following strains were used in this study: Bristol N2 [27], BB4 *adr-1*(gv6) I; *adr-2*(gv42) III [22], and BB21 *adr-1*(tm668) I; and *adr-2*(ok735) III [28]. Only self-crossed worms were used in this study. Strains were maintained at 20 °C on Nematode Growth Medium (NGM) with OP50 bacteria for food and cultured as described in [27]. For embryo isolation, gravid N2 adults were treated with sodium hypochlorite solution to dissolve animals of all stages except embryos. The embryos were incubated in M9 media at 20 °C for 24 h with no food supply. Hatched synchronized L1 larva were grown at 20 °C until they reached the L4 larval stage.

### 2.2. Heat Shock Treatment

For heat-shock treatment, L4 larva were transferred from the 20 °C incubator to a 34 °C water bath for 75 min incubation. Next, the worms were allowed to recover at room-temperature for 20 min and then returned to the 20 °C incubator for an additional 3 h. Control plates were kept at 20 °C for the entire time. Three biological replicas for N2 and five biological replicas for ADAR mutants (three and two for BB4 and BB21, respectively), were used to perform the heat shock experiments. Before collecting the worms, the heat-exposed and the control worms were washed several times with M9 media to avoid contamination with bacteria, and then snap-frozen in liquid nitrogen and stored at −80 °C.

### 2.3. RNA Extraction and mRNA Library Preparation

The frozen worms were ground to powder using pre-chilled mortars and pestles. RNA was extracted using Direct-Zol RNA MiniPrep Plus (Zymo research, Irvine, CA, USA) or mirVana (Ambion, Austin, TX, USA) according to the manufacturer’s instructions. RNA concentrations were measured by a Qubit^®^ Fluorometer using the Qubit^®^ RNA HS Assay Kit (Thermo Fisher Scientific, Waltham, MA, USA) and its quality was confirmed by TapeStation (Agilent Technologies, Santa Clara, CA, USA). Poly(A) enriched libraries were prepared from RNA samples using the Illumina TruSeq^®^ RNA Sample Preparation kit (Illumina, San Diego, CA, USA).

### 2.4. RNA-Seq and Gene Expression Analysis

Messenger RNA sequencing by Illumina HiSeq 2500 technology was performed with single reads of 50 bp. Sequence quality was confirmed using FastQC [29]. Reads were trimmed, collapsed and aligned to the WS220 gene transcripts of the *C. elegans* [30], using Bowtie [31], allowing multiple alignments to include multiple transcripts due to alternative splicing. The expression levels for each gene were evaluated by read counts. For gene expression analysis, the two mutant strains BB4 and BB21 were analyzed together as “ADAR mutant” to avoid allele specific changes. 

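Under standard conditions, adr-1 (H15N14.1c) and adr-2 (T20H4.4), which encode the ADAR proteins of C. elegans, had lower counts in both mutant strains than in N2. The normalized count of adr-1 was 2032 ± 583 (SD, n = 3) in N2, 578 ± 126 (SD, n = 3) in BB4 and 629.7 ± 283 (SD, n = 2) in BB21. That of adr-2 was 1403 ± 56.4 (SD, n = 3) in N2, 386 ± 179 (SD, n = 3) in BB4 and 144 ± 6.74 (SD, n = 2) in BB21. The log2 fold change of adr-2 in BB4 against BB21 was 1.32 (standard error 0.41), and it did not pass the test over all transcripts (adjusted p = 1 from limma with Benjamini-Hochberg adjustment). No transcript differed between BB4 and BB21 at an adjusted p under 0.05 from limma, either under standard conditions (0, with 48 at an unadjusted p under 0.05) or after heat shock (0, with 125 at an unadjusted p under 0.05). Across the 24783 transcripts above 0 in both strains, the log10 mean normalized counts of BB4 and BB21 under standard conditions had a Pearson's r of 0.983. This correlation runs across transcripts, which are not independent replicates, and BB4 and N2 had an r of 0.977 by the same measure. Between the libraries sequenced most deeply, 1 of each mutant strain, r was 0.981, and between the others, 2 of BB4 and 1 of BB21, it was 0.970.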

We validated that the gene expression levels of the two ADAR mutant strains are highly correlated (Figure S1). The DESeq2 package [32] in R was used to identify differentially-expressed genes upon heat shock for each strain, while all samples were taken into consideration in the DEseq2 design. The DESeq2 package includes automatic strict filtering of low normalized gene counts to increase power and to ensure reliable results [32]. To declare significance for genes that were differentially expressed under heat shock, we chose a *p*-value threshold after False Discovery Rate (FDR) correction of 0.05. Out of all significant genes, we considered only genes that had |log2FoldChange| >2 for the analysis. We considered differentially-expressed genes that are specific for one of the strains if in the other strain the gene had a *p*-value >0.1 and |log2FoldChange| < 2. To test the difference in the expression pattern of 3’UTR edited genes and pseudogenes compared to all genes, the DEseq [33] package in R was used to identify differentially-expressed genes and a Welch two-sample *T*-test was performed on only transcripts with *p*-adjusted ≤0.05. The lists of 3’UTR edited genes and pseudogenes that were used for the analysis are as in [17].

### 2.5. Data Availability

The sequence data from this study was submitted to the NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/), accession number GSE122015.

## 3. Results

### 3.1. Gene Expression Under Standard Conditions and upon Heat-Shock

To investigate the overall effect of stress on the expression pattern of ADAR targets, we heat stressed (34 °C) three and five biological replicas of N2 wild-type and ADAR mutant worms, respectively, at the L4 stage. For ADAR mutants, we used two different strains that contain distinct alleles (BB21 *adr-1*(tm668) I; *adr-2*(ok735) III and BB4 *adr-1*(gv6) I; and *adr-2*(gv42) III) to make sure that the heat shock effect is not allele specific. In parallel, we exposed the same strains to standard conditions (20 °C) as controls. After recovery, poly(A) enriched libraries were generated from each sample and high-throughput mRNA-sequencing (mRNA-seq) was carried out to directly evaluate the gene expression pattern of the different strains after heat shock (see experimental flow scheme, Figure 1).

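The experiment comprised 16 libraries. N2 had 3 under standard conditions and 3 after heat shock, and ADAR mutants had 5 in each condition, of which 3 were BB4 and 2 were BB21. Heat-shocked worms spent 75 min at 34 °C and 20 min at room temperature, followed by 3 h of recovery. Poly(A) RNA was read as single reads of 50 nt. The authors aligned the reads to transcripts with Bowtie, counted reads per transcript and divided each library by a size factor from DESeq2. All deposited values (100%) were whole multiples of their library's step within a tolerance of 0.001, so the reads behind each value could be recovered. Reads per library ran from 7809971 to 31584576 for N2 under standard conditions (median 7856224) and from 4699505 to 30503458 for N2 after heat shock (median 8963440). For the ADAR mutants they ran from 7697788 to 35693369 under standard conditions (median 9624995) and from 6322718 to 30925561 after heat shock (median 8773564). Both libraries of N2 replicate 3, BB4 replicate 3 and BB21 replicate 2 were deep (6 libraries, 30011732 to 35693369 reads), and the other 10 libraries were shallow (4699505 to 9624995 reads). Each strain had deep and shallow libraries in both conditions.

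The deposited table holds 26080 transcripts, called features here, and a gene can have several. Because reads could align to several transcripts, features of similar sequence can hold the same reads, and 722 features had the same reads in all 16 libraries as another. Normalized counts were tested as log2 of the count plus 1 with limma, in a fit of 4 groups with BB4 and BB21 together as ADAR mutant, over the 24401 features with a mean of at least 1. All tests were two-sided. Adjusted p-values are by Benjamini-Hochberg. Those not called adjusted, as for Fisher's exact test and the pseudogene list, are unadjusted. A feature was called differentially expressed at an adjusted p under 0.05 and a log2 fold change over 2 in size, the thresholds of the methods. The test, the thresholds and 22 gene lists were fixed before the data were examined, after the paper and its supplementary files, which hold results of these samples, had been read. Gene lists were tested against all other features with camera at a preset correlation of 0.01 between genes. Of 42 list calls at an adjusted p under 0.05, 5 hold with an estimated correlation. These are oocyte and early embryo genes after heat shock in N2 and in ADAR mutants, germ line genes after heat shock in N2, and cuticle collagens and germ line genes in ADAR mutants against N2 under standard conditions.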

We initially tested the changes in gene expression between the wild-type and ADAR mutant strains under standard conditions. Consistent with our previous data for L4 developmental stage [17], the expression of 3’UTR edited genes was reduced in relation to all genes in ADAR mutant worms compared to the wild-type (*p*-value = 3.4 × 10^−7^, Welch two-sample *T*-test) (Figure 2A) and in contrast, the expression of pseudogenes and lncRNAs was slightly increased (*p*-value = 7.7 × 10^−3^, Welch two-sample *T*-test) (Figure 2B). 

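Pseudogenes of the list described below with a mean above 20 normalized counts under standard conditions, 255 features, had a median log2 fold change of -0.01 in ADAR mutants against N2, beside -0.06 for all 18082 features above that count. Of the 255, 127 had a log2 fold change above 0. At an unadjusted p under 0.05 from limma, 27 were higher and 0 were lower in ADAR mutants, and at an adjusted p under 0.05 none passed (0). The mean log2 fold change of the list was 0.20, of the opposite sign to its median. The list was shifted upward relative to all features (camera in limma, p = 1.83e-04 with the preset correlation and p = 0.0584 with an estimated correlation). Over the 643 listed pseudogenes with a mean above 0, the median was 0.12 beside -0.01 for all features (camera in limma, p = 0.00242 with the preset correlation and p = 0.0163 with an estimated correlation). The shift of the 255 did not pass the test with quantile normalization (median -0.09, p = 0.334 with the preset correlation) or without N2 standard replicate 3 (median -0.04, p = 0.0551 with the preset correlation).

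The pseudogene list stands in for the paper's pseudogenes and lncRNAs, whose marks were at hand for the first 1999 features of File S1. It holds 776 features that carry a gene name without a separate transcript name and are annotated as pseudogenes in WBcel235, and it holds no feature annotated as an lncRNA or ncRNA. It includes 66 of the 69 features that this part of File S1 marks, and 1 that it leaves unmarked. The same part leaves unmarked all 110 features annotated as ncRNA and all 36 other annotated pseudogenes, which carry a transcript name. Of the genes edited at their 3′UTR, 6 could be identified from the same part of File S1, too few to test as a list. Their log2 fold changes in ADAR mutants (n = 5) against N2 (n = 3) were 0.11 (standard error 0.48) for aakg-2, a subunit of AMP-activated kinase, -0.48 (standard error 0.27) for alh-7, an aldehyde dehydrogenase, and 0.17 (standard error 0.45) for C01H6.3. They were -0.01 (standard error 0.47) for atm-1, a kinase of the DNA damage response, -0.54 (standard error 0.26) for aps-3, a subunit of an adaptor protein complex, and -0.05 (standard error 0.33) for acbp-5, an acyl-CoA binding protein. None of the 6 passed the test over all features (adjusted p = 1 for each from limma with Benjamini-Hochberg adjustment).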

The changes were subtle when examining individual genes. 

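A single gene, Y43C5A.4, differed between ADAR mutants and N2 under standard conditions. Its normalized count was 17.1 ± 14.1 (SD, n = 3) in N2 and 221 ± 63.2 (SD, n = 5) in ADAR mutants, a log2 fold change of 3.84 (standard error 0.46, adjusted p = 0.0125 from limma with Benjamini-Hochberg adjustment). Every ADAR mutant library was above every N2 library. Cuticle collagens, the structural proteins of the worm's exoskeleton, were higher as a group, with a median log2 fold change of 0.78 over 188 features (adjusted p = 3.30e-33 from camera in limma with Benjamini-Hochberg adjustment, and adjusted p = 0.0289 with an estimated correlation). None of them passed the test over all features (0 from limma), and 53 were higher and 0 lower when adjusted over the list alone. Genes of the germ line were lower as a group, with a median of -0.23 over 22 features (adjusted p = 2.30e-04 from camera in limma with Benjamini-Hochberg adjustment, and adjusted p = 0.0386 with an estimated correlation). Its members pgl-1 and glh-1, components of germ granules, had log2 fold changes of -0.23 (standard error 0.16) and -0.34 (standard error 0.16). Another 8 lists passed with the preset correlation and none of the 8 with an estimated one. Higher were molting and hedgehog-related genes (0.51, adjusted p = 2.33e-07 from camera in limma with Benjamini-Hochberg adjustment) and pharyngeal genes (0.62, or -0.16 in the deep libraries alone). Lower were histones (-0.37), ribosomal proteins (-0.33), vitellogenins (-0.29, or 0.17 without N2 standard replicate 3), oocyte and early embryo genes (-0.29), cytosolic chaperones (-0.23) and RNAi factors (-0.13, or 0.07 without N2 standard replicate 3). Without adjustment, 946 features had a p under 0.05. DESeq2 called 22 features and edgeR called 0, and no feature was called by limma (0) without N2 standard replicate 1 or 2, BB4 standard replicate 1 or 2, or BB21 standard replicate 1.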

We further examined the differences in gene expression following heat shock in each strain (Supplementary Material File S1) and tested whether genes previously identified as related to heat-shock [34] had the same tendency of upregulation or downregulation in our study as a response to the stress. Indeed, a large group of known heat-shock related genes was upregulated or downregulated, both for the wild-type and the ADAR mutants (Figure 2C,D, Supplementary Material File S2) as found earlier [34] (note that some of the genes were not significantly altered but had the expected tendency). 

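Small heat-shock proteins, chaperones that bind unfolded proteins, were upregulated in both strains. Of the 19 features of this list, 3 were upregulated in N2 (n = 3) and 6 in ADAR mutants (n = 5) at an adjusted p under 0.05 from limma, and none was downregulated (0). Adjusted over the list alone, these were 6 and 7. The median log2 fold change of the list was 0.56 in N2 (adjusted p = 0.00566 from camera in limma with Benjamini-Hochberg adjustment, and adjusted p = 0.513 with an estimated correlation). In ADAR mutants it was 0.58 (adjusted p = 0.00126 from camera in limma with Benjamini-Hochberg adjustment, and adjusted p = 0.423 with an estimated correlation). The normalized count of hsp-16.48 (T27E4.3), one of these genes, rose from 1315 ± 557 to 6179 ± 3948 (SD, n = 3) in N2 and from 923 ± 182 to 3855 ± 1984 (SD, n = 5) in ADAR mutants. It holds the same reads as hsp-16.49, so the genes of this pair cannot be told apart.

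File S2 lists 806 features that had the tendency of the earlier study in these samples, so their direction here is not independent evidence. Of the 560 tested features listed as upregulated, 512 had a log2 fold change above 0 in N2 and 552 in ADAR mutants, with medians of 0.63 and 0.68. At an adjusted p under 0.05 from limma, 74 were upregulated in N2 and 153 in ADAR mutants, and 113 and 206 adjusted over the list alone. Of the 245 listed as downregulated, 10 had a log2 fold change above 0 in N2 and 1 in ADAR mutants, with medians of -0.70 and -0.43. At an adjusted p under 0.05 from limma, 3 of these were downregulated in N2 and 21 in ADAR mutants, and 0 and 23 adjusted over the list alone. Across the 805 tested features of File S2, the log2 fold changes of N2 and ADAR mutants had a Pearson's r of 0.90, beside 0.77 across all features, which are not independent replicates.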

The genes *hsp-16.2*, *hsp-16.11*, and *hsp-70,* which are considered as hallmarks of the heat-shock response [34], were specifically examined. Indeed, these genes were upregulated in both strains after heat shock (Figure 2C,D). Therefore, our experiment resulted in an effective heat-shock response and known heat-shock related genes were differentially expressed upon our heat-shock conditions, with and without A-to-I RNA editing.

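The small heat-shock genes hsp-16.2 (Y46H3A.3) and hsp-16.11 (T27E4.2) were upregulated in ADAR mutants, and hsp-70 (C12C8.1), an inducible chaperone, did not pass the test in either strain. In N2, normalized counts under standard conditions and after heat shock were 628 ± 387 and 2826 ± 2232 for hsp-16.2, 1431 ± 504 and 5739 ± 3879 for hsp-16.11, and 1045 ± 640.1 and 2218 ± 1387 for hsp-70 (SD, n = 3). In ADAR mutants they were 477 ± 111 and 1962 ± 1153 for hsp-16.2, 1047 ± 321 and 3956 ± 2068 for hsp-16.11, and 945 ± 612 and 2581 ± 1339 for hsp-70 (SD, n = 5). For hsp-16.2 the log2 fold change was 2.07 in N2 (standard error 0.60, adjusted p = 0.0746 from limma with Benjamini-Hochberg adjustment) and 1.84 in ADAR mutants (standard error 0.47, adjusted p = 0.0275 from the same test). For hsp-16.11 it was 1.83 in N2 (standard error 0.57, adjusted p = 0.0913 from limma with Benjamini-Hochberg adjustment) and 1.76 in ADAR mutants (standard error 0.44, adjusted p = 0.0266 from the same test). For hsp-70 it was 1.03 in N2 (standard error 0.96, adjusted p = 0.643 from limma with Benjamini-Hochberg adjustment) and 1.27 in ADAR mutants (standard error 0.74, adjusted p = 0.381 from the same test). With the replicate block, which compares each heat-shocked library with the control library of the same strain and number, hsp-16.2 (adjusted p = 0.0417) and hsp-16.11 (adjusted p = 0.0431) also passed in N2 by limma with Benjamini-Hochberg adjustment, and hsp-70 did not (adjusted p = 0.364 in N2 and adjusted p = 0.158 in ADAR mutants).

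The ratio of heat shock to standard conditions differed between pairs of libraries in the same way in each strain. For hsp-70 it was 8.04 in N2 replicate 1, 8.28 in BB4 replicate 2 and 7.51 in BB21 replicate 1, which share an ending of their titles. It was 0.541 in N2 replicate 2 and 0.410 in BB4 replicate 1, which share another ending, and 1.77 to 1.96 in the remaining 3 pairs, which are the deep libraries. For hsp-16.2 the first 3 ratios were 16.25, 9.09 and 7.54, the next 1.54 and 1.09, and those of the deep libraries 2.64 to 3.04.

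**Figure D1:**
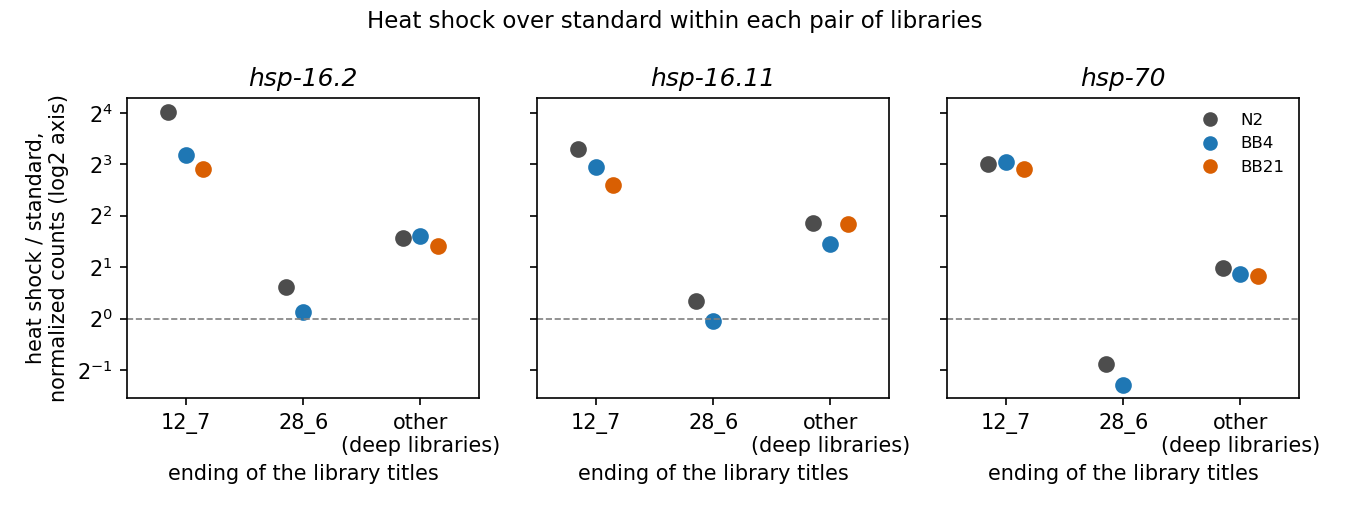
Ratio of the normalized count after heat shock to that under standard conditions (log2 axis) for hsp-16.2, hsp-16.11 and hsp-70, 1 point for each pair of libraries of the same strain and replicate number, by the ending of the library titles. For hsp-70 the points of the first ending lie at 7.51 to 8.28 and those of the next at 0.410 and 0.541, below the dashed line that marks no change.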

### 3.2. Expression of Heat-Shock Genes upon Heat Stress Is Not Affected by Adenosine-Deaminases (ADAR) Function

To analyze the effect of heat shock stress on the expression pattern of edited genes, and genes that are indirectly regulated by A-to-I RNA, we compared between the ADAR mutants and the wild-type gene-expression changes upon heat shock. Only genes with a |log2FoldChange| > 2 and a *p*-value threshold after FDR correction of 0.05 were considered significantly differentially-expressed genes. 

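After heat shock, 251 features of 244 genes were differentially expressed in both N2 (n = 3) and ADAR mutants (n = 5). The largest increase was in C25F9.2, with 2.66 ± 1.49 normalized counts (SD) under standard conditions and 1224 ± 894 after heat shock in N2, and 3.14 ± 2.37 and 1222 ± 907 in ADAR mutants. Its log2 fold changes were 8.01 (standard error 1.42, adjusted p = 0.0136 from limma with Benjamini-Hochberg adjustment) in N2 and 7.44 (standard error 1.10, adjusted p = 0.00242 from the same test) in ADAR mutants. The counts of nhr-247, a nuclear hormone receptor, and fbxb-117, an F-box gene, were 286 ± 383 and 131 ± 152 in N2 and 137 ± 119.5 and 69.2 ± 54.5 in ADAR mutants after heat shock, and both were near 0 under standard conditions. ZK250.9 and Y16E11A.2 rose by 6.75 in N2 and 6.31 in ADAR mutants on the log2 scale, and they hold the same reads. Among the downregulated genes, ceh-40, a homeobox gene, had log2 fold changes of -3.17 and -3.33, and F17A2.13 had -4.28 in N2 and a count of 0.422 ± 0.598 after heat shock in ADAR mutants.

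Of the 251 features, 30 were cuticle collagens (1.93 by chance, Fisher's exact p = 5.30e-27, adjusted p = 3.50e-25 with Benjamini-Hochberg adjustment over 66 tests of lists in classes). Antimicrobial peptides accounted for 8 (0.699 by chance, Fisher's exact p = 4.87e-07, adjusted p = 1.61e-05), and for 0 with quantile normalization or without N2 standard replicate 1 or N2 heat shock replicate 1. These tests of lists in classes were chosen after the classes were seen. In all, 476 features were differentially expressed in N2 and 897 in ADAR mutants. With the replicate block these counts were 1222 and 1348, and 626 in both. The 251 were 648 by DESeq2, and with BB4 or BB21 alone as ADAR mutant none was called in both (0 by limma). Leaving out 1 library gave between 32 (without N2 standard replicate 1) and 437 (without N2 heat shock replicate 2).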

The results indicate the existence of genes that are similarly affected upon heat shock in both the wild-type and the ADAR mutants, but also of a group of genes that is variously expressed in only one of the strains (Figure 3A). The number of genes that were only differentially expressed in the ADAR mutants was 2.8-fold higher than in the wild-type.

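In the ADAR mutants alone, 112 features met the rule for strain-specific genes, and 27 met it in N2 alone, a ratio of 4.15. The most abundant upregulated gene of the ADAR mutants alone was T19B10.2, with a log2 fold change of 2.22 in ADAR mutants (adjusted p = 0.00359 from limma with Benjamini-Hochberg adjustment) and 0.78 in N2. It was followed by F44E2.4, with 3.49 and 1.98. The most abundant downregulated gene was col-101, a cuticle collagen, with -2.59 in ADAR mutants and -1.59 in N2. In N2 alone the most abundant was Y1A5A.1, with 2.16 in N2 (adjusted p = 0.0358 from limma with Benjamini-Hochberg adjustment) and 0.57 in ADAR mutants. These 4 genes were chosen after their values were seen.

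The rule does not test the difference between the strains. The test of that difference, the interaction of strain and heat shock, called no feature at an adjusted p under 0.05 by limma (0, with 341 at an unadjusted p under 0.05), DESeq2 (0) or edgeR (0). At an unadjusted p under 0.05 in this test, there were 15 of the 112 features of the ADAR mutants and 25 of the 27 features of N2, numbers that the rule itself raises because it asks for a change in 1 strain and little in the other. On simulated data it called 6% of features whose response differed 4-fold and 40% of those that differed 8-fold. With the replicate block there were 205 and 130 features, a ratio of 1.58, and the interaction called 0 with 1199 at an unadjusted p under 0.05. With the title ending as a term, chosen after the data were seen, there were 134 and 178. Leaving out 1 library gave ratios from 1.06 (without BB4 heat shock replicate 2) to 61.5 (without N2 standard replicate 2), or no feature in N2 alone (without N2 standard replicate 1 or N2 heat shock replicate 1).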

Most of the genes whose expression was altered under heat shock were upregulated (81% and 93% for the ADAR mutants and the wild-type, respectively) with a small fraction of downregulated genes (Supplementary Material File S1). 

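Of the differentially expressed features, 94.1% were upregulated in N2 (448 of 476) and 73.8% in ADAR mutants (662 of 897). Upregulated features of N2 (n = 3) included the cuticle collagens col-113, with a log2 fold change of 3.32 (standard error 0.49, adjusted p = 0.00528 from limma with Benjamini-Hochberg adjustment), and col-91, with 3.40 (standard error 0.46, adjusted p = 0.00500 from the same test). In ADAR mutants col-182, another collagen, rose from 25.8 ± 7.23 to 701 ± 405 normalized counts (SD, n = 5). Downregulated features of N2 included R08E5.1 (log2 fold change -4.30, standard error 0.81, adjusted p = 0.0173 from limma with Benjamini-Hochberg adjustment). Those of ADAR mutants included skr-7 and skr-14, which encode components of ubiquitin ligases, with log2 fold changes of -5.18 and -4.22, and C45H4.14 and T01G5.7, with -4.91 and -4.55. The count of skr-7 was 215 ± 134 under standard conditions and 8.64 ± 10.2 after heat shock (SD, n = 5). With no fold threshold, 577 features were upregulated and 131 downregulated in N2, and 1223 and 582 in ADAR mutants. The percentages depended on the processing. With quantile normalization, which moved the median log2 fold change of all features from 0.04 to -0.06 in N2 and from 0.07 to -0.07 in ADAR mutants, they were 80.4% and 58.5%. With edgeR, which differs in test and input as well as in its scaling by TMM, they were 97.8% and 81.5%.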

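Among the features that met the rule in N2 alone, F33H12.7 had a log2 fold change of 5.25 in N2 and 0.97 in ADAR mutants, and E02C12.8 had 2.35 and 0.60. The count of upregulated features was 26, and the single downregulated one was C18B10.6, with -2.25 in N2 (adjusted p = 0.0400 from limma with Benjamini-Hochberg adjustment) and -0.14 in ADAR mutants. These genes were chosen after their values were seen. By this count 96.3% were upregulated. With the replicate block, 114 of 130 features were upregulated. By limma there was no such feature (0) without N2 standard replicate 1 or N2 heat shock replicate 1, and there were 59 by DESeq2 and 10 by edgeR.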

If considering the genes that were differentially-expressed only in the wild-type, 97% were upregulated. However, interestingly, among genes that were differentially-expressed only in ADAR mutants, just 72% were upregulated, which is less than expected by chance compared to the 81% upregulation among all genes whose expression was altered (*p*-value = 4.9 × 10^−5^, hypergeometric test). Therefore, ADAR’s function under heat shock may be to prevent the downregulation of genes, possibly due to their importance for cell function under stress conditions.

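Of the 112 features that met the rule in ADAR mutants alone, 63 were upregulated and 49 were downregulated. The downregulated features included col-135, a collagen, with a log2 fold change of -2.40 in ADAR mutants, and amt-1, an ammonium transporter, with -3.06. The upregulated ones included nas-7, an astacin metalloprotease, with 2.31, and eff-1, a cell fusion protein, with 2.38. In N2 these genes had log2 fold changes in the same direction, of -0.75 for col-135, -1.10 for amt-1, 0.98 for nas-7 and 1.47 for eff-1. These genes were chosen after their values were seen. The share of upregulated features was 56.3%, beside 76.3% of the other differentially expressed features of the ADAR mutants (Fisher's exact test, p = 1.68e-05, with features counted as independent). The difference did not pass the test with the replicate block (74.6%, Fisher's exact p = 0.199), with quantile normalization (57.0%, Fisher's exact p = 0.815) or with a log2 fold change over 1 (66.9%, Fisher's exact p = 0.132). It did not pass either without N2 standard replicate 3 (71.2%), N2 heat shock replicate 1 (71.7%), BB4 heat shock replicate 2 or 3, or BB21 heat shock replicate 2 (62.9%).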

To examine whether RNA editing regulation under heat stress directly involves heat-shock genes, we tested the number of the genes that were significantly differentially expressed upon heat shock in this study that are classified as known heat-shock related genes. 

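Cuticle collagens made up 24 of the 45 heat-shock related features of File S2 that were differentially expressed in both strains. They included dpy-5, with log2 fold changes of 2.14 in N2 (n = 3) and 2.12 in ADAR mutants (n = 5), col-14 with 3.24 and 2.72, and col-48 with 3.33 and 2.97. Antimicrobial peptides made up 4, among them cnc-4 with 3.22 and 3.70 and nlp-30 with 3.67 and 3.07. A single one, fkb-4, a peptidyl-prolyl isomerase of the endoplasmic reticulum, belonged to the list of the unfolded protein response. Its count rose from 15.6 ± 2.27 to 155 ± 93.8 (SD, n = 3) in N2 and from 33.1 ± 8.06 to 232 ± 55.9 (SD, n = 5) in ADAR mutants. None was a small heat-shock protein or a cytosolic chaperone (0 for each list, with limma, and for the small heat-shock proteins 4 in this class by DESeq2 and 2 by edgeR). The 45 features compare with 8.28 by chance among those called in both strains (Fisher's exact test over 24401 features, p = 1.27e-20, odds ratio 6.72). Because File S2 lists the genes with the same tendency in these samples, this overlap is not independent evidence. The count was 75 with the replicate block, 87 by DESeq2 and 3 without N2 standard replicate 1 (Fisher's exact p = 0.0875).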

We found that the heat-shock related genes were highly enriched in the group of genes that were significantly differentially-expressed in both the wild-type and the ADAR mutants strains (Figure 3B, *p*-value = 2.56 × 10^−21^, hypergeometric test). However, heat-shock related genes were not enriched in the significant differentially-expressed sets of genes that are specific to the wild-type or to the ADAR mutants under heat shock (Figure 3C, *p*-value > 0.05). 

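Among the strain-specific features, 1 of 27 in N2 and 2 of 112 in ADAR mutants were heat-shock related features of File S2. The feature of N2 alone was Y1A5A.1, and those of the ADAR mutants alone were T19B10.2 and K01D12.9, which had a log2 fold change of 2.46 in ADAR mutants and 1.54 in N2. By chance, 0.891 and 3.69 were expected (Fisher's exact p = 0.596 for N2 and 0.591 for ADAR mutants). The paper chose the genes of File S2 by their tendency in both strains of these samples. That choice itself bears on how many can be specific to 1 strain, so tests of these numbers are not independent evidence. In ADAR mutants alone the number was lower than by chance with the replicate block (1, Fisher's exact p = 0.0164), by DESeq2 (0, Fisher's exact p = 0.00150) and without N2 heat shock replicate 1 (0, Fisher's exact p = 0.0107). It was higher than by chance without N2 standard replicate 1 (16, Fisher's exact p = 6.56e-05) or N2 heat shock replicate 3 (28, Fisher's exact p = 0.00241), and in a fit of the 2 groups compared (16, Fisher's exact p = 0.0255).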

We concluded that A-to-I RNA editing plays a part in the regulation of heat stress, but does not directly affect the expression of heat-shock related genes.

### 3.3. Pseudogenes and lncRNAs Are Differentially Expressed upon Heat Shock in Adenosine-Deaminases (ADAR) Mutants

We previously found that the expression of 3’UTR edited genes, pseudogenes and lncRNAs is affected by RNA editing, under standard conditions [17]. Therefore, we tested whether the expression of 3’UTR-edited genes, lncRNAs, and pseudogenes is specifically affected in ADAR mutants under heat stress compared to the wild-type. Genes edited at their 3′UTR were not present among affected genes upon heat shock (Figure 4B,C). However, lncRNAs and pseudogenes were significantly enriched in upregulated genes which are specific to the ADAR mutant (Figure 4A; Figure 4F, *p*-value = 1.78 × 10^−9^, hypergeometric test), but not in the wild-type or in genes that were differentially expressed in both strains (Figure 4D,E, *p*-value > 0.05). 

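None of the 6 genes edited at their 3′UTR that could be identified passed the test after heat shock in either strain (0 of 6 by limma). The largest change was in acbp-5, with a log2 fold change of -0.97 in N2 (n = 3) and -0.68 in ADAR mutants (n = 5), at an adjusted p = 0.156 and an adjusted p = 0.175 from limma with Benjamini-Hochberg adjustment. In N2 the others had log2 fold changes of -0.49 for aakg-2, 0.16 for alh-7, 0.76 for C01H6.3, -0.69 for atm-1 and -0.53 for aps-3. In ADAR mutants these were -0.16, 0.15, 0.26, -0.20 and -0.49 in the same order. The remaining genes of the list were not at hand, so the list itself was not tested.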

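Of the features of the pseudogene list, none was among the 63 upregulated features specific to ADAR mutants (0 by limma, with 1.68 expected by chance, Fisher's exact p = 0.418). The same class held 18 by DESeq2 (Fisher's exact p = 2.32e-09) and 17 by edgeR (Fisher's exact p = 4.72e-12). With features of nearly the same reads counted once, the 18 became 4 groups, beside 3.49 expected at the same counts (4612 of 10000 draws as many). The 17 became 3 groups, beside 1.92 expected (3017 of 10000 draws as many). In N2 alone there were 5 features of the list among 27 (0.718 expected, Fisher's exact p = 6.51e-04), namely C47A4.4, Y37H2A.16, Y45F10B.2, R13.5 and W01A8.10. Their log2 fold changes were 2.02 to 2.67 in N2 (n = 3) and 0.63 to 0.81 in ADAR mutants (n = 5). Among features differentially expressed in both strains there were 8 of the list among 251 (6.68 expected, Fisher's exact p = 0.552). Among the downregulated features of ADAR mutants alone there were 2 of the list among 49, F46C3.4 and T26H2.10 (1.30 expected, Fisher's exact p = 0.376). These 7 genes were chosen after their values were seen. The number in N2 alone was 2 by DESeq2 (Fisher's exact p = 0.671), 1 by edgeR (Fisher's exact p = 0.236) and 0 with quantile normalization.

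Beyond this list, and tested after the classes were seen, features annotated as ncRNA were 8 of the 63 upregulated features of ADAR mutants alone (1.67 by chance, Fisher's exact p = 2.53e-04). Among features of the same counts 2.87 are expected, and 72 of 10000 draws of such features held as many as 8. Of the 8, the single feature CD4.13 had a log2 fold change of 2.45 in ADAR mutants and -0.43 in N2, which says nothing of the others. DESeq2 had 23 (13.1 expected at the same counts) and edgeR 5 (8.40 expected at the same counts). The replicate block gave 14 (Fisher's exact p = 6.08e-05), and in N2 alone 15 (Fisher's exact p = 1.98e-06). Annotated pseudogenes with or without a transcript name were 1 of the 63, Y18D10A.26 (Fisher's exact p = 0.371), 4 of the 49 downregulated (Fisher's exact p = 0.291) and 6 of the 27 in N2 alone (Fisher's exact p = 0.00131). All annotated pseudogenes, lncRNAs and ncRNAs together were 9 of the 63 (Fisher's exact p = 0.0514), beside 8.47 expected at the same counts. By DESeq2 they were 41 of 118 (Fisher's exact p = 1.44e-17), beside 26.8 expected at the same counts (10 of 10000 draws as many). By edgeR they were 22 of 72 (Fisher's exact p = 6.97e-09), beside 16.8 (886 of 10000 draws), and in the authors' class 49 of 183 (Fisher's exact p = 1.78e-15), beside 40.2 (664 of 10000 draws). N2 alone held, with the replicate block, 35 of 130 (Fisher's exact p = 1.55e-11), beside 19.7 expected at the same counts (2 of 10000 draws). These counts take each feature on its own, also where features hold the same reads. CD4.13 and Y18D10A.26 were chosen after their values were seen.

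The class of the authors' deposited comparison includes 26 features of the list, with mean normalized counts of 1.76 to 17.4 (median 2.06). Of these, 15 are tRNA pseudogenes that hold the same few reads, and counted once per group of shared reads the 26 become 12. In the limma fit their median log2 fold change after heat shock was 1.96 in ADAR mutants and 1.28 in N2, where 22 of the 26 were above 0. At an adjusted p under 0.05 from limma, 17 were upregulated in ADAR mutants and 0 in N2, and 0 of the 17 had a log2 fold change over 2, in a fit where 1 is added to each count. The interaction of strain and heat shock passed for 1 of 26 at an unadjusted p under 0.05, M04B2.8, with a median difference of 0.68 over the 26. M04B2.8 had 1.94 ± 1.56 and 1.55 ± 1.36 normalized counts (SD, n = 3) in N2 under standard conditions and after heat shock, and 0.148 ± 0.203 and 4.05 ± 3.19 (SD, n = 5) in ADAR mutants.

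With the p-values of the authors' table, adjusted over the features kept here, the 26 gave a Fisher's exact p = 3.94e-12. Counted as groups of shared reads, the authors' class held 12, beside 7.67 expected at the same counts (869 of 10000 draws as many). The number of listed features was 16 with a pseudocount of 0.5 (Fisher's exact p = 1.81e-09), 16 with a log2 fold change over 1 (Fisher's exact p = 1.37e-08), 13 in the 10 shallow libraries (Fisher's exact p = 0.00299) and 0 with the replicate block (Fisher's exact p = 0.0374). The block leaves the fold changes as in the main fit, where the highest of the 26 in ADAR mutants was 1.97. This 0 is therefore not evidence of a depletion.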

Since we restricted the conditions to define differentially-expressed genes for significant genes that also have |log2FoldChange| > 2 (fold change > 4), the enrichment of lncRNAs and pseudogenes in upregulated genes which are specific to the ADAR mutant appears to be strong (Figure 4F). As previously mentioned, the expression of all pseudogenes and lncRNAs was slightly increased in relation to the entire genes in ADAR mutant worms compared to the wild-type, under standard conditions (Figure 2B). However, interestingly, the group of lncRNAs and pseudogenes that was enriched in upregulated genes which are specific to the ADAR mutant under heat-shock, was downregulated in ADAR mutant worms compared to the wild-type under standard conditions (Figure S2) (*p*-value = 6.7 × 10^−5^, Welch two-sample *T*-test). 

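The authors' class includes 26 features of the pseudogene list, fewer than the group of the paper's Figure S2, whose further members could not be identified from the part of File S1 at hand. The 26 had a median log2 fold change of 0.04 in ADAR mutants against N2 under standard conditions, beside -0.01 for all features (camera in limma, p = 0.0957 with the preset correlation and p = 0.549 with an estimated correlation). Of the 26, 9 were lower in ADAR mutants, among them M04B2.8, which held 4 reads over the 3 N2 libraries and 2 over the 5 ADAR mutant libraries. A further 15 are tRNA pseudogenes of 1 group of shared reads, which includes C04F12.t1. C04F12.t1 had 0.438 ± 0.759 normalized counts (SD, n = 3) in N2 and 0.486 ± 0.73 (SD, n = 5) in ADAR mutants. Counted once per group of shared reads, a count chosen after the data were seen, the median was -0.67 and 9 of 12 were lower (camera in limma, p = 0.00286 with the preset correlation). The median over the 26 was -0.81 with DESeq2 and -0.70 with edgeR, and both passed the test. ADAR mutant libraries under standard conditions entered both the choice of the class and the measure of its level. Chosen by DESeq2 in BB4 and measured in BB21, a class of 7 features had a median of 0.44, and chosen in BB21 and measured in BB4, a class of 16 features had a median of 0.34, and neither passed the test (camera in limma, p = 0.661 and p = 0.291 with the preset correlation). Counted once per read profile, the 16 features become 5, with a median of -0.69.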

A possible role for A-to-I editing is to protect dsRNAs from RNAi degradation by preventing DICER from processing the dsRNAs [16,17]. Therefore, in the absence of ADARs, RNAi can process the dsRNA and cause downregulation of pseudogenes which are normally edited. Indeed, downregulation of pseudogenes was observed in our previous study, in embryos [17]. Downregulation in the current study was also seen for lncRNAs and pseudogenes that were enriched in upregulated genes specific to the ADAR mutant under heat-shock. These results suggest that temperature increases may destabilize dsRNA structures and protect them from RNAi degradation, despite the lack of ADAR function.

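The reads behind the largest group of these pseudogenes, 15 tRNA pseudogenes that share them, were few in every library. Under standard conditions the N2 libraries had 0, 0 and 2 to 3 reads per feature, and the ADAR mutant libraries had 0, 1 and 2 in BB4 and 0 and 0 in BB21. After heat shock the N2 libraries had 1, 0 to 1 and 5 to 6 reads, and the ADAR mutant libraries had 3, 2 and 8 to 9 in BB4 and 4 to 5 and 5 to 7 in BB21. RNAi factors were lower after heat shock as a group. Their median log2 fold change in N2 was -0.61 (44 features, adjusted p = 2.55e-06 from camera in limma with Benjamini-Hochberg adjustment, and adjusted p = 0.296 with an estimated correlation), and none passed singly by limma without pairing (0, and 0 adjusted over the list alone), while 18 were downregulated with the replicate block. In ADAR mutants the median was -0.28 (adjusted p = 9.26e-05 from camera in limma with Benjamini-Hochberg adjustment, and adjusted p = 0.421 with an estimated correlation), and 4 features were downregulated (4 adjusted over the list alone, and 14 with the replicate block). Among them, mut-2 had a log2 fold change of -0.85 and rde-2 of -0.53 in ADAR mutants. Germ line genes fell in the same comparisons, with medians of -0.54 in N2 and -0.34 in ADAR mutants. Oocyte and early embryo genes fell more, with -1.32 and -1.20. Whether these changes share a cause with that of the RNAi factors was not tested. From the downregulation of these lncRNAs and pseudogenes under standard conditions and their upregulation after heat shock in worms without ADARs, the paper proposes that a higher temperature opens double-stranded structures and so spares these RNAs from RNAi.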

### 3.4. No Substantial Enrichment of Gene OntologyTerms in Adenosine-Deaminases (ADAR) Specifically Expressed Genes after Heat Shock

To see whether there is an enrichment of biological processes and molecular functions in the different groups of differentially-expressed genes, we used Gorilla by hypergeometric distribution analysis [35,36]. For the background set of genes, we used all expressed genes. The analysis resulted in substantial gene ontology (GO) terms for genes that were differentially expressed in both strains (Table S1). The top ranked enriched GO terms of biological process belong to the stress and unfolded protein response, which are classic heat-shock response mechanisms (Table S1). 

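Genes of the unfolded protein response of the endoplasmic reticulum were upregulated as a group in ADAR mutants. Of the 26 features of this list, 3 were upregulated in ADAR mutants (n = 5) and 1 in N2 (n = 3) at an adjusted p under 0.05 from limma, and 6 and 1 adjusted over the list alone. The median was 0.35 in ADAR mutants (adjusted p = 1.78e-04 from camera in limma with Benjamini-Hochberg adjustment, and adjusted p = 0.419 with an estimated correlation). In N2 it was 0.01 (adjusted p = 0.762 from camera in limma with Benjamini-Hochberg adjustment). The median difference of the responses, 0.33, did not pass with an estimated correlation. It fell to 0.17 and lost its call without N2 heat shock replicate 2, 1 of 3 heat-shocked N2 libraries. The count of hsp-4, the chaperone BiP of the endoplasmic reticulum, was 4209.8 ± 148 and 9159 ± 5089 (SD, n = 3) in N2 under standard conditions and after heat shock, and 3556 ± 193 and 9426 ± 3449 (SD, n = 5) in ADAR mutants. Its log2 fold change was 0.90 in N2 (standard error 0.47, adjusted p = 0.309 from limma with Benjamini-Hochberg adjustment) and 1.29 in ADAR mutants (standard error 0.36, adjusted p = 0.0419 from the same test). The interaction of strain and heat shock did not pass for hsp-4 (adjusted p = 1 from limma with Benjamini-Hochberg adjustment).

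Cytosolic chaperones did not pass the test as a group, with medians of -0.25 in N2 (adjusted p = 0.108 from camera in limma with Benjamini-Hochberg adjustment) and 0.13 in ADAR mutants (adjusted p = 0.323 from camera in limma with Benjamini-Hochberg adjustment). Their median difference of the responses was 0.35, and it fell to 0.11 and lost its call without N2 heat shock replicate 2. None of the 24 features passed singly in either strain by limma without pairing (0, and 0 adjusted over the list alone), and with the replicate block 2 were upregulated in ADAR mutants and 0 in N2. F44E5.4, a heat-inducible member of the HSP70 family, had 2846 ± 1264 and 15622 ± 12744 normalized counts (SD, n = 3) in N2 and 2479 ± 1149 and 16414 ± 10377 (SD, n = 5) in ADAR mutants. Mitochondrial chaperones did not pass either, with medians of -0.01 and -0.07 over 13 features.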

GO terms of molecular function were mostly related to structural activity (Table S2).

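Cuticle collagens were upregulated as a group in both strains. Of 188 features, 41 were upregulated and 0 downregulated in N2 (n = 3), and 73 were upregulated and 2 downregulated in ADAR mutants (n = 5), at an adjusted p under 0.05 from limma. Adjusted over the list alone, 73 were upregulated in N2, and 100 were upregulated and 5 downregulated in ADAR mutants. The median log2 fold change was 1.30 in N2 (adjusted p = 1.84e-16 from camera in limma with Benjamini-Hochberg adjustment, and adjusted p = 0.0988 with an estimated correlation). In ADAR mutants it was 1.23 (adjusted p = 1.41e-17 from camera in limma with Benjamini-Hochberg adjustment, and adjusted p = 0.0696 with an estimated correlation). The most abundant collagens, col-124, col-160, col-181 and col-106, had log2 fold changes of -0.22, 0.24, -0.44 and -0.43 in N2 and did not pass the test. With the replicate block, 98 features were upregulated and 1 downregulated in N2, and 103 were upregulated and 18 downregulated in ADAR mutants.

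Histones, the structural proteins of chromatin, had medians of 1.17 in N2 (adjusted p = 1.19e-08 from camera in limma with Benjamini-Hochberg adjustment, and adjusted p = 0.538 with an estimated correlation) and 0.78 in ADAR mutants (adjusted p = 1.96e-07 from camera in limma with Benjamini-Hochberg adjustment, and adjusted p = 0.596 with an estimated correlation). Of 72 histone features, 1 was upregulated in N2, his-39, and 13 in ADAR mutants (0 and 31 adjusted over the list alone). The replicate block gave 32 and 35. Histone genes share much of their sequence, and his-10 and his-14 hold the same reads. Ribosomal proteins did not pass the test, with medians of 0.17 and 0.18 over 96 features, and passed with the replicate block (adjusted p = 0.0133 in N2 and adjusted p = 9.20e-04 in ADAR mutants from camera in limma with Benjamini-Hochberg adjustment).

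**Figure D2:**
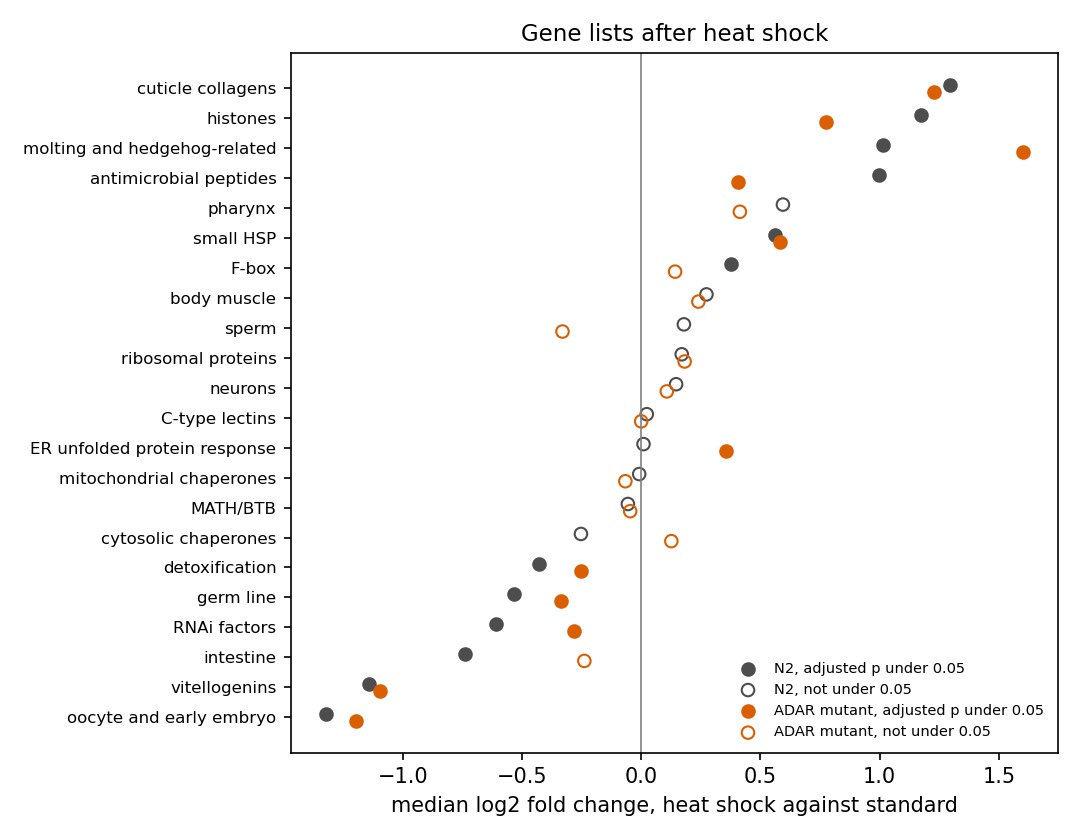
Median log2 fold change after heat shock of each of the 22 gene lists in N2 and in ADAR mutants, with filled points where the list passed camera at an adjusted p under 0.05. Oocyte and early embryo genes lie lowest, at -1.32 in N2 and -1.20 in ADAR mutants, and the sign of the F-box genes in N2 turns from 0.38 to -0.02 with quantile normalization.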

Genes that were differentially-expressed specifically in one of the strains after heat shock did not yield any significant enrichment. Since we previously restricted the conditions for genes that were significantly differentially expressed, but also had |log2FoldChange| > 2, for enrichment purposes we extended the list of genes to include all significant genes (*p*-adjusted ≤ 0.05), with no conditions regarding the log2FoldChange. This is assuming that not all genes sharing biological processes or functions are necessarily among the highly influenced genes.

For differentially-expressed genes that are specific to the ADAR mutants, significant enrichment of biological processes was still not found and only few molecular function categories were enriched. This is probably because the functions of most of the lncRNAs and pseudogenes are not annotated. However, we did find a substantial enrichment for genes that were differentially expressed only in the wild-type according to biological process (Table S1) and molecular function GO terms (Table S2). The enriched GO terms for only the wild-type are not directly related to known stress response mechanisms, as obtained for GO terms that were differentially expressed for both strains.

To confirm the enrichment, we ran the same process 10 times with randomly selected genes. Random lists did not result in enrichment of any process or function with *p*-adjusted < 0.01. Thus, the results appear to be strong.

We concluded that similarly affected genes in both the wild-type and ADAR mutants are related to stress, and genes affected in wild-type worms only are not stress related. Since the main group of affected genes in the ADAR mutant worms, are lncRNAs and pseudogenes, is not annotated, no substantial enrichment of GO terms would be obtained.

## 4. Discussion

In this study, we sought to gain insight into the roles of A-to-I RNA editing in *C. elegans* adaptation to heat stress. The ADAR mutant worms that were used contained distinct alleles, to negate any allele specific effect. Heat shock treatment was conducted under 34 °C for 75 min, which is strong enough to invoke a massive stress response but is also tolerated by the nematodes [37]. We then explored the role of RNA A-to-I editing, by comparing between the gene-expression profiles of the wild-type strain and the ADAR mutant, under heat shock. The rationale was that genes whose expression is altered in a similar manner upon heat shock are part of stress response mechanisms not affected by ADAR function. However, the A-to-I RNA editing effect can be tracked by identifying genes that are differentially altered in only one of the strains.

### 4.1. Adenosine to Inosine RNA Editing Does Not Directly Affect Heat Shock Related Genes upon Heat Stress

Since the HSR is a well-defined mechanism, we first tested the extent of changes in expression upon heat stress for known heat-shock genes and transcripts that were previously identified as related to heat-shock [34]. As expected, a large number of heat-shock related genes were upregulated or downregulated in according to previous reports in the wild-type [34]. When analyzing the number of known heat-shock related genes that were differentially expressed in only one of the strains, we did not find an enrichment. However, heat shock genes were highly enriched among the group of genes that were differentially expressed in both strains (Figure 3). These results imply that A-to-I RNA editing does not directly involve heat shock related genes as part of an adaptation to heat shock. The editing in *Drosophila* was shown to be much less efficient in elevating temperatures [23]. It is, therefore, likely that the most important group of proteins under heat shock, HSPs and their related proteins, would not be regulated by its function. It should be noted that in this study, ADAR enzymes were slightly downregulated under heat shock, but this downregulation did not reach statistical significance (Supplementary Material File S1). In addition, since in *C. elegans*, no significant examples of editing sites in coding regions that can change protein structure were found [17,19] and the changes in the expression of edited genes is mild [17], it is probable that heat-shock proteins will not be affected by the ADAR function in *C. elegans*. 

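After heat shock, adr-2, which encodes the active deaminase, had a log2 fold change of -0.62 in N2 (standard error 0.51, adjusted p = 0.580 from limma with Benjamini-Hochberg adjustment). Its normalized count was 1403 ± 56.4 under standard conditions and 925 ± 171 after heat shock (SD, n = 3). For adr-1 the log2 fold change in N2 was -0.18 (standard error 0.37, adjusted p = 0.886 from limma with Benjamini-Hochberg adjustment), with 2032 ± 583 and 1824 ± 695 normalized counts (SD, n = 3). With the replicate block, adr-2 passed the test in N2 (adjusted p = 0.0320 from limma with Benjamini-Hochberg adjustment) and adr-1 did not (adjusted p = 0.440 from the same test). In ADAR mutants (n = 5) the log2 fold changes were -0.05 for adr-2 and 0.16 for adr-1 (adjusted p = 0.983 and adjusted p = 0.884 from limma with Benjamini-Hochberg adjustment). Under standard conditions the log2 fold changes of ADAR mutants against N2 were -1.77 for adr-1 and -2.48 for adr-2, and they did not pass over all features (adjusted p = 0.309 and adjusted p = 0.275 from limma with Benjamini-Hochberg adjustment).

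**Figure D3:**
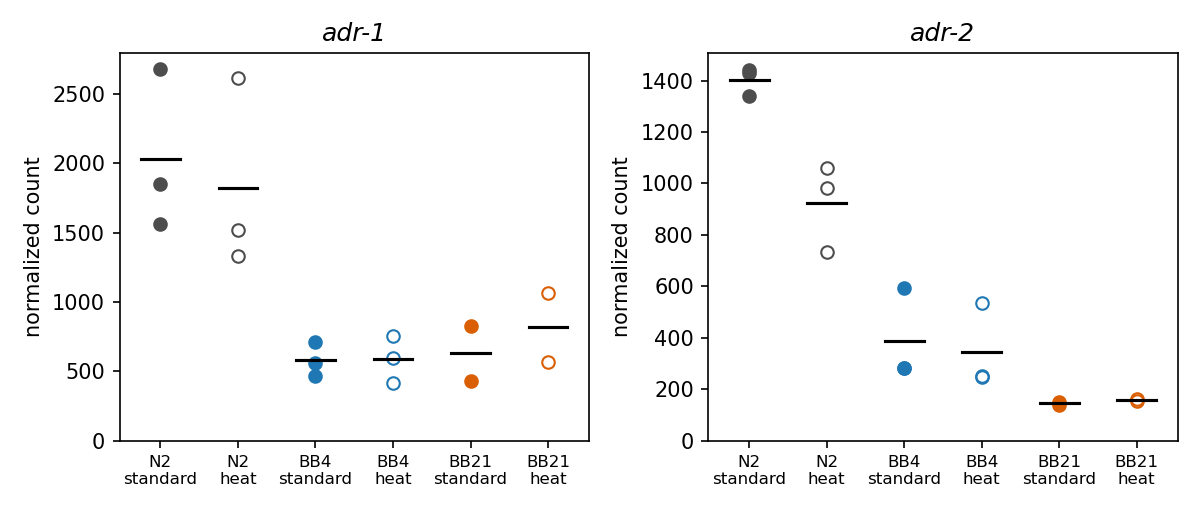
Normalized counts of adr-1 and adr-2 in each library of N2, BB4 and BB21 under standard conditions (filled points) and after heat shock (open points), with the mean of each group as a line. Every library of BB4 and BB21 lies below every N2 library, and the means of adr-2 in N2 are 1403 and 925.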

Corroborating these findings is the enrichment of GO terms for differentially-expressed genes in both strains that belong to response to stress and unfolded protein response, which are classic HSP response mechanisms.

It is still possible that there is some effect on the heat shock related genes, as it has been shown that the melting of mRNA secondary structures at high temperatures, directly causes the synthesis and binding of HSP transcription factors [38].

### 4.2. Adenosine to Inosine RNA Editing Regulates the Heat Stress Response

Although it was found that A-to-I RNA editing does not regulate heat-shock related genes upon heat shock, ADAR does seem to play an important part in the regulation of the heat stress response according to previous studies in *Drosophila*, mostly in behavioral patterns [4,26]. Our results suggest that ADARs in *C. elegans* counter downregulation of some of the genes under heat shock. This was shown by the significant higher fraction of downregulated genes among differentially-expressed genes that are specific to the ADAR mutants (28%) as compared to all genes whose expression levels were altered in the ADAR mutant (19%). Downregulation was minor (3%) among differentially-expressed genes that are specific to wild-type worms (Supplementary Material File S1). This may indicate that A-to-I editing protects endogenous dsRNA that stays stable under heat shock from RNAi, as happens under standard conditions [15,16]. This finding is supported by a reported molecular model suggesting that although the ADAR protein is present at lower concentrations under heat stress compared to standard conditions, highly stable RNA structures are still edited [25].

ADAR may also function to restrict the regulation of genes under stress. This is implied by the greater number of genes (2.8-fold) that are specifically differentially-expressed in the ADAR mutants compared to the wild-type. Furthermore, no substantial enrichment of GO terms was found in ADAR mutants specifically differentially expressed genes after heat shock, even when relaxing the conditions and extending the list of genes. However, we did identify distinct biological processes and molecular functions that were specific to the wild-type. Many of these biological processes and functions are related to ongoing maintenance mechanisms of the cell. It is possible that A-to-I RNA editing under heat stress is important for ensuring that the essential processes during stress do not fail. However, A-to-I RNA editing does not regulate special proteins that are evoked during heat stress.

Since the nature of A-to-I RNA editing is to be oppositely regulated under cold-shock and heat-shock, it is reasonable that its role will differ between these stress types [23]. This was seen in octopus where high editing rates provide the potassium channel with a much faster closing kinetics only in the cold, but not under high temperatures [9]. Future studies will be needed to characterize the role of ADARs under cold-shock in *C. elegans* and to compare it to heat-stress.

### 4.3. Elevating Temperatures May Destabilize dsRNA Structures and Protect Them from RNAi Degradation, Despite the Lack of Adenosine-Deaminases (ADAR) Function

Since one of the main goals of this study was to test the effect of heat-shock stress on the expression pattern of edited genes, an obvious question was whether the expression of ADAR targeted genes changes under heat-shock. We previously showed that two main groups of ADAR-target genes, lncRNAs and 3′UTR edited genes, are affected in the absence of ADARs under standard conditions [17]. We also observed the same effect under standard conditions in the current study. When testing the effect of ADAR’s absence upon heat shock on these group of genes, we found that 3’UTR edited genes were not differentially expressed upon heat shock in any of the strains. However, lncRNAs and pseudogenes were significantly upregulated upon heat shock in the ADAR mutants, but not in the wild-type or in genes that were differentially expressed in all strains. The expression of lncRNAs and pseudogenes slightly increases in ADAR mutant worms compared to the wild-type under standard conditions. However, when testing only the lncRNAs and pseudogenes that were significantly upregulated upon heat shock in the ADAR mutants, downregulation is observed under standard conditions. We have also shown that, in embryos, there is a downregulation of lncRNAs rather than upregulation [17]. This observation may indicate that although we started the heat shock treatment with L4 larval stage worms, some of the worms possibly progressed through their life cycle and generated embryos, due to ongoing incubation times subsequent to the heat shock treatment.

One suggested role for A-to-I editing is to protect dsRNA from RNAi degradation by preventing DICER from processing the dsRNA [16,17]. Therefore, under standard conditions in the absence of ADARs, RNAi processes dsRNA and causes downregulation of pseudogenes which are normally edited. The absence of this downregulation when both RNAi and ADAR enzymes are absent further confirms this theory [17]. It is possible that a temperature increase reduces the stability of the dsRNA structure, making them less desirable as DICER substrates and, therefore, even though A-to-I RNA editing is lacking, pseudogenes will be protected from RNAi degradation under heat stress conditions. For this reason, it is feasible that pseudogenes will be mostly upregulated in comparison to standard conditions in ADAR mutant strains. It is possible that the dsRNA structures of 3′UTR edited genes are more stable in elevated temperatures than the pseudogene structures and, therefore, we did not observe a change in their expression levels after heat shock in the absence of ADARs. In the wild-type, no significant change in the lncRNAs and pseudogene gene expression was detected under heat shock conditions compared to standard conditions. This is probably the result of reduced RNAi processing of the dsRNA, under both conditions. Under standard conditions, A-to-I editing protects endogenous dsRNA from RNAi and under heat-shock conditions, editing levels are decreased, but RNAi degradation is likely to be reduced as well, due to destabilized dsRNA structures. Therefore, we assume that since RNAi degradation is reduced in both conditions, significant changes in gene expression levels between heat shock and control conditions are only seen in the ADAR mutant and not in the wild-type. Further studies should test the hypothesis that increased temperature reduces RNAi degradation by destabilizing dsRNA structures. In addition, we cannot determine from our analysis whether A-to-I editing events are directly responsible for the transcriptomic changes of pseudogenes and lncRNA, as there is a possibility that other editing-independent functions are the cause for the differences. However, the naturally redundant patterns of pseudogenes and lncRNA make them desirable targets for ADARs, implying that RNA editing events directly influence pseudogenes and lncRNA expression. This assumption is corroborated by a study in mammals, showing that RNA editing events stabilize the double stranded structure of *Alu* repeats [39].

In this study we identified upregulation of lncRNA and pseudogenes in ADAR mutants, under heat stress. Upregulation of a highly edited lncRNA, rncs-1 was also seen under starvation conditions [20]. This gene was not among the genes that were significantly upregulated upon heat shock in the ADAR mutants in this study. 

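The lncRNA rncs-1 (F55A4.9) had a normalized count of 455 ± 394 under standard conditions and 302 ± 452 after heat shock in ADAR mutants (SD, n = 5). In N2 it had 1920.1 ± 1410.5 and 3195 ± 3147 (SD, n = 3). Its log2 fold change after heat shock was -1.16 in ADAR mutants (standard error 1.43, adjusted p = 0.783 from limma with Benjamini-Hochberg adjustment) and -0.06 in N2 (standard error 1.84, adjusted p = 0.997 from the same test). In N2 the count ran from 111 to 6402 between heat-shocked libraries, a spread larger than the difference between the conditions. The 111 was in the deep library, so this spread is not plain scatter of replicates. Under standard conditions the deep N2 library had 341 and the shallow ones 2363 and 3056. Those of the ADAR mutants had 27.1 and 41.8 in deep libraries and 596 to 848 in shallow ones.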

More studies will be needed to define possible relations between editing and the upregulation of lncRNAs under various stress conditions.

To conclude, our results suggest that under standard conditions in the absence of RNA editing, RNAi processing of the dsRNA is enhanced leading to degradation and downregulation, while under heat shock the dsRNA structures are destabilized preventing RNAi processing even in the absence of RNA editing, which leads to upregulation of gene expression in ADAR mutants.

## Figures and Tables

**Figure 1:**
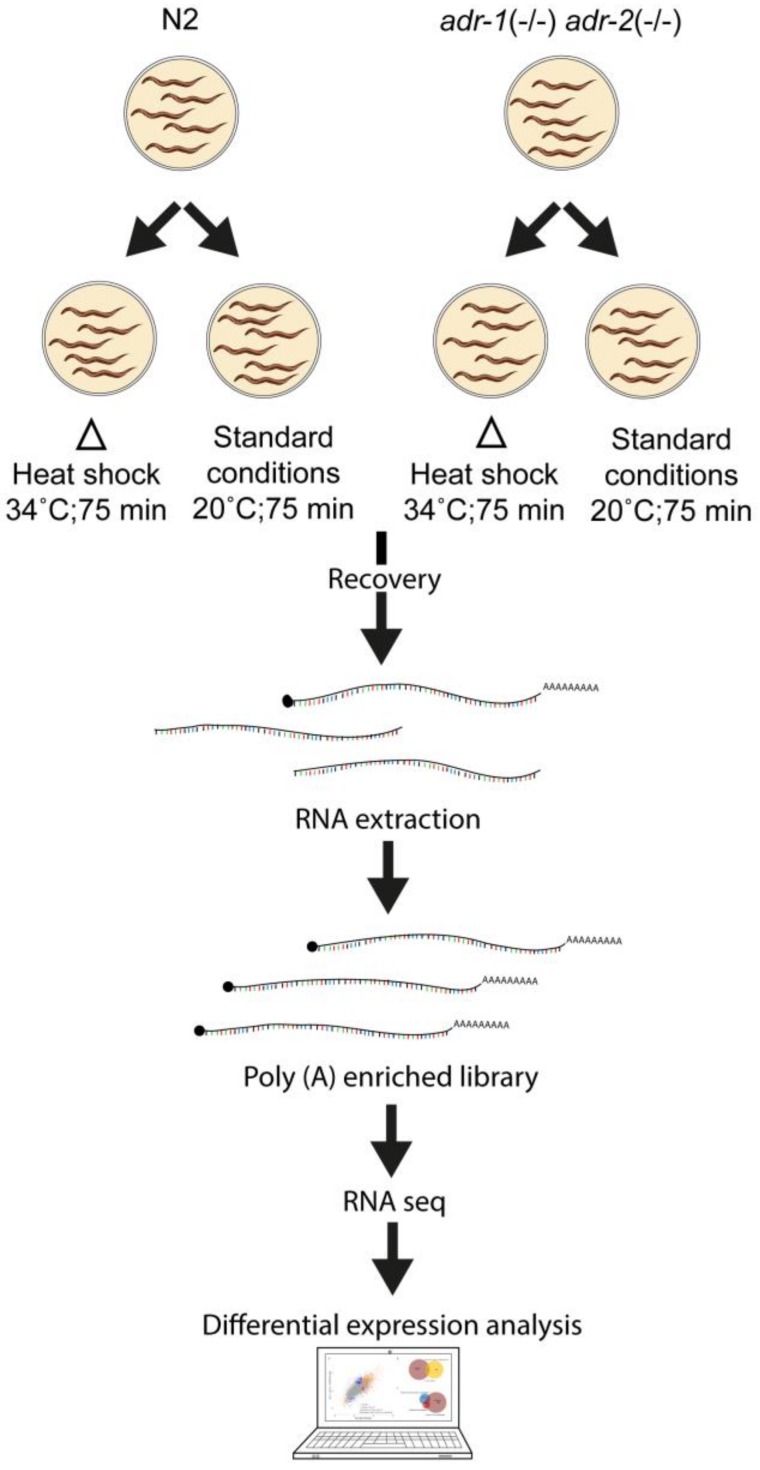
Schematic view of the heat-shock experiments.

**Figure 2:**
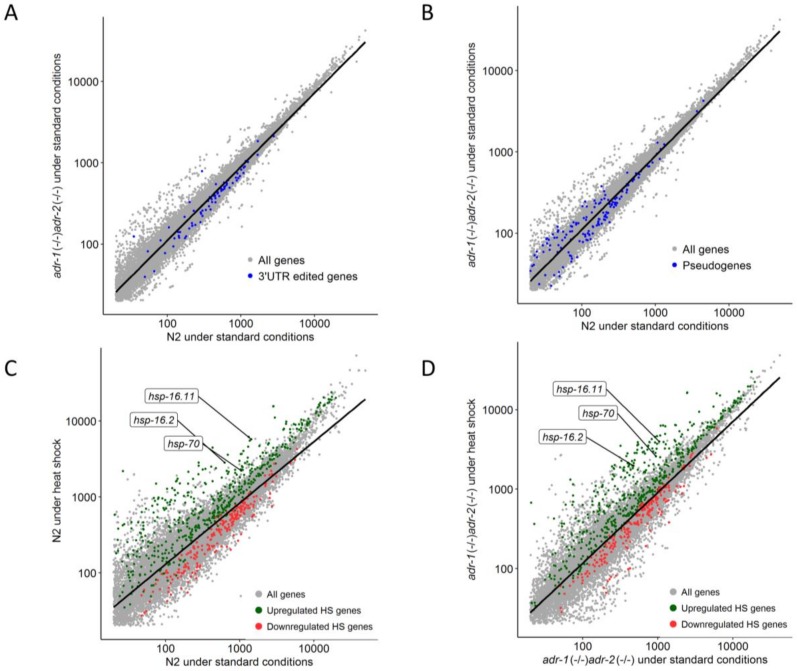
Gene expression changes under standard conditions and upon heat shock. (**A**,**B**) Log scale plots presenting normalized gene counts of at least three biological samples in adenosine-deaminases (ADAR) mutant worms compared to wild-type (N2) worms, under standard conditions. Grey dots represent all genes (n = 12,059), blue dots represent 3′ UTR-edited genes (n = 81) (**A**) and pseudogenes and long non-coding RNAs (lncRNAs) (n = 216) (**B**), and the black line is the regression line for all genes. (**C**,**D**) Log scale plots representing normalized gene counts of at least three biological samples under heat shock compared to standard conditions, for N2 (**C**) and for ADAR mutant (**D**). Grey dots are all genes, the black line is the regression line for all genes, green and red dots are upregulated and downregulated heat shock related genes, respectively, as reported by Brunquell, et al. [34] that had the same tendency in our study. HS: heat shock. For all figures (**A**–**D**), only genes that their normalized gene count was higher than 20 are presented.

**Figure 3:**
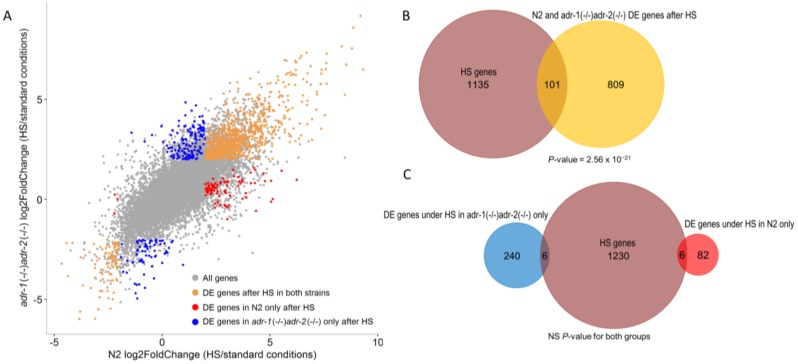
Differentially-expressed sets of genes under heat shock that are specific to the ADAR mutant or N2 and are not heat-shock related genes. (**A**) A plot representing the Log2 fold-change values (gene expression after heat shock versus standard conditions) of the ADAR mutants vs. the wild-type (N2). Grey dots represent all genes, orange dots represent significant differentially-expressed genes in both ADAR mutant and N2 worms, blue dots represent significant differentially-expressed genes specific to ADAR mutant worms, and red dots represent significant differentially-expressed genes specific to N2 worms. DE: differentially expressed. (**B**) A Venn diagram showing that the previously identified heat-shock related genes are highly enriched among genes that were differentially expressed in both ADAR mutants and N2. The number of heat shock genes and the differentially-expressed genes are shown in brown and orange, respectively. (**C**) A Venn diagram depicting that previously identified heat-shock genes are not enriched among genes that were only differentially expressed in either ADAR mutant or N2. The number of heat-shock genes, differentially-expressed genes in the ADAR mutants only, and differentially-expressed genes in N2 only are shown in brown, blue and red, respectively. NS: non-significant (*p*-value > 0.05).

**Figure 4:**
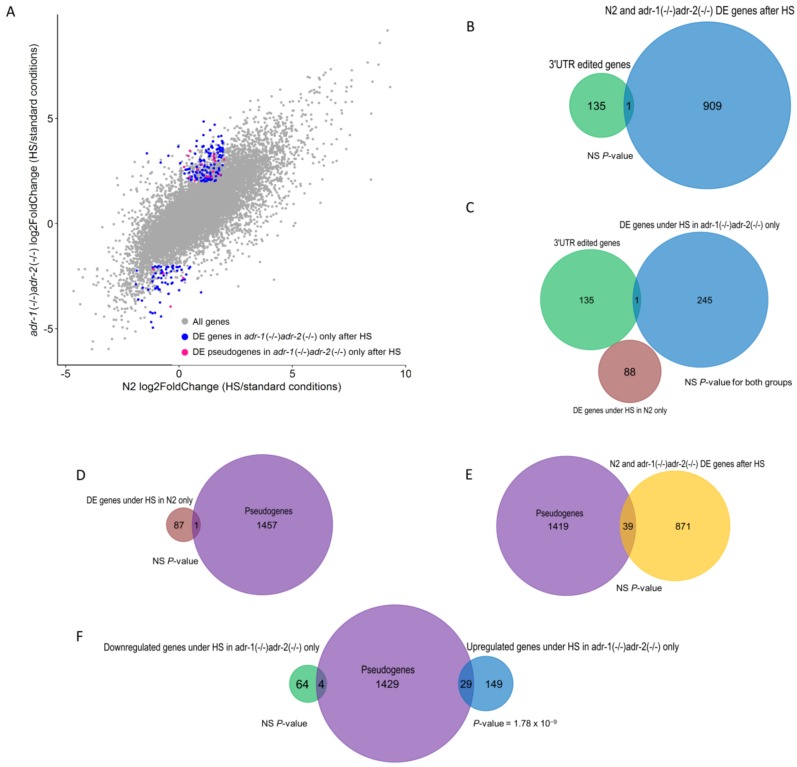
Long non-coding RNAs and pseudogenes are upregulated upon heat shock in ADAR mutants. (**A**) Scatter plot presenting log2 fold-change values (gene expression after heat shock vs. standard conditions) of the ADAR mutants compared to the wild-type (N2). Grey dots are all genes, blue dots are significant differentially-expressed genes specific to ADAR mutants, purple dots are significantly differentially-expressed pseudogenes specific to ADAR mutants. (**B**,**C**) Venn diagrams showing that genes edited at their 3’UTR are not enriched among genes that were differentially expressed under heat shock. The number of 3’UTR edited genes, differentially expressed in both N2 and the ADAR mutants, differentially expressed in the wild-type only, and differentially expressed in the ADAR mutants only are shown in purple, orange, red, and blue, respectively. (**D**,**E**) Venn diagrams showing that pseudogenes and lncRNAs are not enriched among genes that were differentially expressed in both ADAR mutants and wild-type or in wild-type only. The number of pseudogenes, differentially-expressed genes in N2 only (**D**), and differentially-expressed genes in both N2 and ADAR mutants (**E**), are shown in purple, red, and orange, respectively. (**F**) Venn diagram depicting that pseudogenes are significantly enriched among upregulated genes, which are specific to the ADAR mutant. The number of pseudogenes, the upregulated genes, and the downregulated genes are shown in purple, blue, and green, respectively. (*p*-value > 0.05).

## Supplementary Materials

The following are available online at http://www.mdpi.com/2073-4425/9/12/627/s1, **Figure S1.** Gene expression levels of the BB4 and BB21 strains are highly correlated. **Figure S2.** Pseudogenes that are upregulated in the ADAR mutants under heat shock are downregulated in ADAR mutants under standard conditions. **Table S1.** Enrichment of differentially-expressed genes according to biological process GO term categories. **Table S2.** Enrichment of differentially-expressed genes according to molecular function GO term categories. **Supplementary Material File S1.** Gene expression analysis. **Supplementary Material File S2.** Heat-shock-related genes that that were upregulated or downregulated in both wild-type and ADAR mutants.

## References

[1] Morimoto R.I. (1998). Regulation of the heat shock transcriptional response: Cross talk between a family of heat shock factors, molecular chaperones, and negative regulators. Genes Dev..

[2] Lindquist A., Craig E.A. (1988). The heat-shock proteins. Annu. Rev. Genet..

[3] Prahlad V., Cornelius T., Morimoto R.I. (2008). Regulation of the cellular heat shock response in *Caenorhabditis elegans* by thermosensory neurons. Science.

[4] Buchumenski I., Bartok O., Ashwal-Fluss R., Pandey V., Porath H.T., Levanon E.Y., Kadener S. (2017). Dynamic hyper-editing underlies temperature adaptation in *Drosophila*. PLOS Genet..

[5] Garrett S.C., Rosenthal J.J.C. (2012). A Role for A-to-I RNA editing in temperature adaptation. Physiology.

[6] Savva Y.A., Rieder L.E., Reenan R.A. (2012). The ADAR protein family. Genome Boil..

[7] Nishikura K. (2015). A-to-I editing of coding and non-coding RNAs by ADARs. Nat. Rev. Mol. Cell Boil..

[8] Bazak L., Haviv A., Barak M., Jacob-Hirsch J., Deng P., Zhang R., Isaacs F.J., Rechavi G., Li J.B., Eisenberg E. (2014). A-to-I RNA editing occurs at over a hundred million genomic sites, located in a majority of human genes. Genome Res..

[9] Garrett S., Rosenthal J.J. (2012). RNA editing underlies temperature adaptation in K+ channels from polar octopuses. Science.

[10] Higuchi M., Maas S., Single F.N., Hartner J., Rozov A., Burnashev N., Feldmeyer D., Sprengel R., Seeburg P.H. (2000). Point mutation in an AMPA receptor gene rescues lethality in mice deficient in the RNA-editing enzyme ADAR2. Nature.

[11] Rueter S.M., Dawson T.R., Emeson R.B. (1999). Regulation of alternative splicing by RNA editing. Nature.

[12] Schmauss C., Howe J.R. (2002). RNA editing of neurotransmitter receptors in the mammalian brain. Sci. STKE.

[13] Hoopengardner B., Bhalla T., Staber C., Reenan R. (2003). Nervous system targets of RNA editing identified by comparative genomics. Science.

[14] Liddicoat B.J., Piskol R., Chalk A.M., Ramaswami G., Higuchi M., Hartner J.C., Li J.B., Seeburg P.H., Walkley C.R. (2015). RNA editing by ADAR1 prevents MDA5 sensing of endogenous dsRNA as nonself. Science.

[15] Ganem N.S., Lamm A.T. (2017). A-to-I RNA editing—Thinking beyond the single nucleotide. RNA Biol..

[16] Reich D.P., Tyc K.M., Bass B.L.C. (2018). *C. elegans* ADARs antagonize silencing of cellular dsRNAs by the antiviral RNAi pathway. Genes Dev..

[17] Goldstein B., Agranat-Tamir L., Light D., Ben-Naim Zgayer O., Fishman A., Lamm A.T. (2017). A-to-I RNA editing promotes developmental stage-specific gene and lncRNA expression. Genome Res..

[18] Wu D., Lamm A.T., Fire A.Z. (2011). Competition between ADAR and RNAi pathways for an extensive class of RNA targets. Nat. Struct. Mol. Biol..

[19] Zhao H.Q., Zhang P., Gao H., He X., Dou Y., Huang A.Y., Liu X.M., Ye A.Y., Dong M.Q., Wei L. (2015). Profiling the RNA editomes of wild-type *C. elegans* and ADAR mutants. Genome Res..

[20] Whipple J.M., Youssef O.A., Aruscavage P.J., Nix D.A., Hong C., Johnson W.E., Bass B.L. (2015). Genome-wide profiling of the *C. elegans* dsRNAome. RNA.

[21] Sebastiani P., Montano M., Puca A., Solovieff N., Kojima T., Wang M.C., Melista E., Meltzer M., Fischer S.E., Andersen S. (2009). RNA editing genes associated with extreme old age in humans and with lifespan in *C. elegans*. PLoS ONE.

[22] Tonkin L.A., Saccomanno L., Morse D.P., Brodigan T., Krause M., Bass B.L. (2002). RNA editing by ADARs is important for normal behavior in *Caenorhabditis elegans*. EMBO J..

[23] Savva Y.A., Jepson J.E.C., Sahin A., Sugden A.U., Dorsky J.S., Alpert L., Lawrence C., Reenan R.A. (2012). Auto-regulatory RNA editing fine-tunes mRNA re-coding and complex behaviour in *Drosophila*. Nat. Commun..

[24] Stocker J., Huang H.W., Wang H.M., Chang H.W., Chiu C.C., Cho C.L., Tseng C.N. (2013). Reduction of RNA A-to-I editing in *Drosophila* acclimated to heat shock. Kaohsiung J. Med. Sci..

[25] Rieder L.E., Savva Y.A., Reyna M.A., Chang Y.J., Dorsky J.S., Rezaei A., Reenan R.A. (2015). Dynamic response of RNA editing to temperature in *Drosophila*. BMC Biol..

[26] Palladino M.J., Keegan L.P., O’Connell M.A., Reenan R.A. (2000). A-to-I Pre-mRNA Editing in *Drosophila* is primarily involved in adult nervous system function and integrity. Cell.

[27] Brenner S. (1974). The genetics of *Caenorhabditis elegans*. Genetics.

[28] Hundley H.A., Krauchuk A.A., Bass B.L.C. (2008). *C. elegans* and *H. sapiens* mRNAs with edited 3’ UTRs are present on polysomes. RNA.

[29] Koudande O.D., Iraqi F., Thomson P.C., Teale A.J., van Arendonk J.A. (2000). Strategies to optimize marker-assisted introgression of multiple unlinked QTL. Mamm. Genome Off. J. Int. Mamm. Genome Soc..

[30] WormBase. http://www.wormbase.org.

[31] Langmead B. (2010). Aligning short sequencing reads with Bowtie. Curr. Protoc. Bioinform..

[32] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[33] Anders S., Huber W. (2010). Differential expression analysis for sequence count data. Genome Biol..

[34] Brunquell J., Morris S., Lu Y., Cheng F., Westerheide S.D. (2016). The genome-wide role of HSF-1 in the regulation of gene expression in *Caenorhabditis elegans*. BMC Genom..

[35] Eden E., Lipson D., Yogev S., Yakhini Z. (2007). Discovering motifs in ranked lists of DNA sequences. PLoS Comput. Biol..

[36] Eden E., Navon R., Steinfeld I., Lipson D., Yakhini Z. (2009). GOrilla: A tool for discovery and visualization of enriched GO terms in ranked gene lists. BMC Bioinform..

[37] Zevian S.C., Yanowitz J.L. (2014). Methodological considerations for heat shock of the nematode *Caenorhabditis elegans*. Methods.

[38] Morita M.T., Tanaka Y., Kodama T.S., Kyogoku Y., Yanagi H., Yura T. (1999). Translational induction of heat shock transcription factor sigma32: Evidence for a built-in RNA thermosensor. Genes Dev..

[39] Athanasiadis A., Rich A., Maas S. (2004). Widespread A-to-I RNA editing of Alu-containing mRNAs in the human transcriptome. PLoS Biol..

# Supplementary material for: A-to-I RNA Editing Affects lncRNAs Expression after Heat Shock
**Source:** Genes (Basel). 2018 Dec 13;9(12):627. doi: 10.3390/genes9120627
**Supplement:** Supplementary file 1

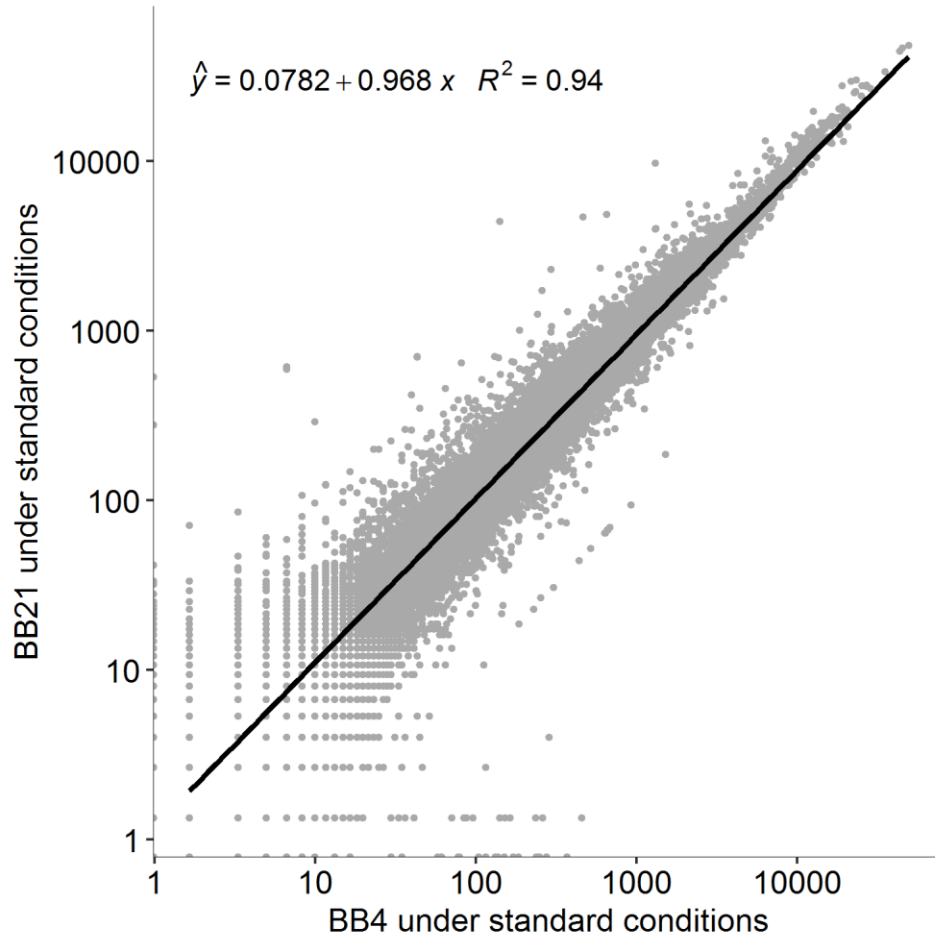

Figure S1. Gene expression levels of the BB4 and BB21 strains are highly correlated. Log scale plots presenting normalized gene counts of the two ADAR mutant worms used in this study, BB21 (*adr-1(tm668)* I; *adr-2(ok735)* III [1]) against BB4 (*adr-1(gv6)* I; *adr-2(gv42)* III [2]), under standard conditions. For each strain one of the biological replicates is presented. Grey dots represent all genes, and the black line is the regression line for all genes.

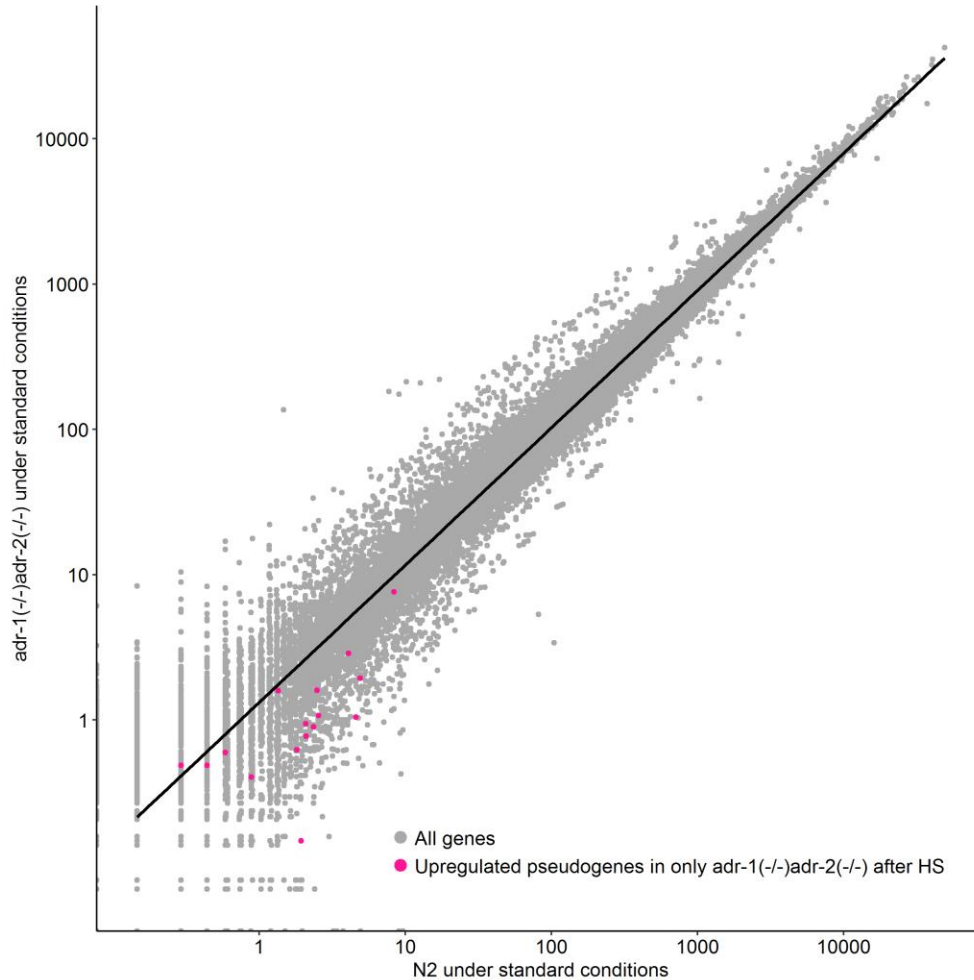

Figure S2. Pseudogenes that are upregulated in the ADAR mutants under heat shock are downregulated in ADAR mutants under standard conditions. Log scale plots presenting normalized gene counts of at least three biological samples in ADAR mutant worms against wildtype (N2) worms, under standard conditions. Grey dots represent all genes (n=23,890), pink dots present pseudogenes and lncRNAs that were upregulated in ADAR mutants under heat shock (n=29), and the black line is the regression line for all genes.

References

1. Hundley, H.A.; Krauchuk, A.A.; Bass, B.L. *C. elegans* *C. elegans* and *H. sapiens* *H. sapiens* mRNAs with edited 3' UTRs are present on polysomes. *RNA* **2008**, *14*, 2050–2060, doi:10.1261/RNA.1165008.
2. Tonkin, L.A.; Saccomanno, L.; Morse, D.P.; Brodigan, T.; Krause, M.; Bass, B.L. RNA editing by ADARs is important for normal behavior in *Caenorhabditis elegans*. *EMBO J.* **2002**, *21*, 6025–6035.

# Supplementary material for: A-to-I RNA Editing Affects lncRNAs Expression after Heat Shock
**Source:** Genes (Basel). 2018 Dec 13;9(12):627. doi: 10.3390/genes9120627
**Supplement:** Supplementary file 1

Table S1. Enrichment of differentially-expressed genes according to biological process GO term categories

	GO term	Description	P value	P adjusted	¹ Enrichment (N, B, n, b)
DE genes in both N2 and ADAR mutants	GO:0030968	endoplasmic reticulum unfolded protein response	5.02E-17	2.98E-13	12.02 (13581,55,411,20)
	GO:0034976	response to endoplasmic reticulum stress	6.05E-13	1.8E-9	7.78 (13581,85,411,20)
	GO:0006950	response to stress	3.84E-7	7.61E-4	2.06 (13581,850,411,53)
	GO:0030198	extracellular matrix organization	1.35E-6	2.01E-3	6.88 (13581,48,411,10)
	GO:0043062	extracellular structure organization	1.65E-6	1.96E-3	6.74 (13581,49,411,10)
DE genes which are specific to N2	GO:0003824	catalytic activity	1.88E-19	4.76E-16	1.51 (13581,4033,756,338)
	GO:0032559	adenyl ribonucleotide binding	3.42E-19	4.32E-16	2.35 (13581,909,756,119)
	GO:0030554	adenyl nucleotide binding	4.46E-19	3.77E-16	2.34 (13581,912,756,119)
	GO:0043168	anion binding	8.36E-19	5.29E-16	2.04 (13581,1367,756,155)
	GO:0005524	ATP binding	2.29E-18	1.16E-15	2.33 (13581,895,756,116)
	GO:0032555	purine ribonucleotide binding	3.54E-18	1.49E-15	2.16 (13581,1107,756,133)
	GO:0017076	purine nucleotide binding	4.82E-18	1.74E-15	2.15 (13581,1111,756,133)
	GO:0032553	ribonucleotide binding	1.11E-17	3.52E-15	2.13 (13581,1122,756,133)
	GO:0035639	purine ribonucleoside triphosphate binding	1.16E-17	3.25E-15	2.15 (13581,1085,756,130)
	GO:1901265	nucleoside phosphate binding	2.79E-17	7.06E-15	2.04 (13581,1249,756,142)
	GO:0000166	nucleotide binding	2.79E-17	6.42E-15	2.04 (13581,1249,756,142)
	GO:0097367	carbohydrate derivative binding	1.1E-15	2.31E-13	2.01 (13581,1186,756,133)
	GO:0036094	small molecule binding	1.1E-15	2.14E-13	1.92 (13581,1383,756,148)
	GO:0008144	drug binding	2.07E-14	3.75E-12	2.04 (13581,1049,756,119)
	GO:0140096	catalytic activity, acting on a protein	7.64E-14	1.29E-11	1.86 (13581,1359,756,141)
	GO:0016773	phosphotransferase activity, alcohol group as acceptor	3.23E-12	5.12E-10	2.43 (13581,518,756,70)
	GO:0004672	protein kinase activity	5.47E-12	8.15E-10	2.52 (13581,456,756,64)
	GO:0016301	kinase activity	1.51E-11	2.12E-9	2.28 (13581,582,756,74)
	GO:0016772	transferase activity, transferring phosphorus-containing groups	1.52E-9	2.03E-7	2.02 (13581,693,756,78)
	GO:0004715	non-membrane spanning protein tyrosine kinase activity	2.15E-9	2.72E-7	6.12 (13581,47,756,16)
	GO:0004721	phosphoprotein phosphatase activity	8.29E-9	9.99E-7	3.18 (13581,175,756,31)
	GO:0043167	ion binding	8.62E-9	9.91E-7	1.42 (13581,2741,756,216)
	GO:0004725	protein tyrosine phosphatase activity	1.82E-8	2E-6	3.99 (13581,99,756,22)
	GO:0016787	hydrolase activity	2.72E-8	2.87E-6	1.55 (13581,1654,756,143)
	GO:0016791	phosphatase activity	1.5E-7	1.52E-5	2.67 (13581,229,756,34)
	GO:0016740	transferase activity	3.82E-7	3.72E-5	1.51 (13581,1621,756,136)
	GO:0042578	phosphoric ester hydrolase activity	2.4E-6	2.25E-4	2.34 (13581,269,756,35)
	GO:0016788	hydrolase activity, acting on ester bonds	3.77E-6	3.41E-4	1.92 (13581,497,756,53)
	GO:1901363	heterocyclic compound binding	6.18E-6	5.39E-4	1.30 (13581,3011,756,218)
	GO:0097159	organic cyclic compound binding	8.02E-6	6.76E-4	1.30 (13581,3022,756,218)
	GO:0004713	protein tyrosine kinase activity	1.09E-5	8.89E-4	3.32 (13581,92,756,17)

¹N, total number of genes; B; total number of genes associated with a specific GO term; n, number of differentially expressed genes;

b, number of genes in the intersection; Enrichment, (b/n) / (B/N).

Table S2. Enrichment of differentially-expressed genes according to molecular function GO term categories

	GO term	Description	P value	P adjusted	¹ Enrichment (N, B, n, b)
DE genes in both N2 and ADAR mutants	GO:0042302	structural constituent of cuticle	3.01E-36	7.62E-33	9.89 (13581,167,411,50)
	GO:0005198	structural molecule activity	8.43E-21	1.07E-17	4.31 (13581,429,411,56)
	GO:0005201	extracellular matrix structural constituent	2.8E-7	2.36E-4	8.06 (13581,41,411,10)
	GO:0004222	metalloendopeptidase activity	9.63E-6	6.09E-3	4.30 (13581,100,411,13)
DE genes which are specific to N2	GO:0003824	catalytic activity	1.88E-19	4.76E-16	1.51 (13581,4033,756,338)
	GO:0032559	adenyl ribonucleotide binding	3.42E-19	4.32E-16	2.35 (13581,909,756,119)
	GO:0030554	adenyl nucleotide binding	4.46E-19	3.77E-16	2.34 (13581,912,756,119)
	GO:0043168	anion binding	8.36E-19	5.29E-16	2.04 (13581,1367,756,155)
	GO:0005524	ATP binding	2.29E-18	1.16E-15	2.33 (13581,895,756,116)
	GO:0032555	purine ribonucleotide binding	3.54E-18	1.49E-15	2.16 (13581,1107,756,133)
	GO:0017076	purine nucleotide binding	4.82E-18	1.74E-15	2.15 (13581,1111,756,133)
	GO:0032553	ribonucleotide binding	1.11E-17	3.52E-15	2.13 (13581,1122,756,133)
	GO:0035639	purine ribonucleoside triphosphate binding	1.16E-17	3.25E-15	2.15 (13581,1085,756,130)
	GO:1901265	nucleoside phosphate binding	2.79E-17	7.06E-15	2.04 (13581,1249,756,142)
	GO:0000166	nucleotide binding	2.79E-17	6.42E-15	2.04 (13581,1249,756,142)
	GO:0097367	carbohydrate derivative binding	1.1E-15	2.31E-13	2.01 (13581,1186,756,133)
	GO:0036094	small molecule binding	1.1E-15	2.14E-13	1.92 (13581,1383,756,148)
	GO:0008144	drug binding	2.07E-14	3.75E-12	2.04 (13581,1049,756,119)
	GO:0140096	catalytic activity, acting on a protein	7.64E-14	1.29E-11	1.86 (13581,1359,756,141)
	GO:0016773	phosphotransferase activity, alcohol group as acceptor	3.23E-12	5.12E-10	2.43 (13581,518,756,70)
	GO:0004672	protein kinase activity	5.47E-12	8.15E-10	2.52 (13581,456,756,64)
	GO:0016301	kinase activity	1.51E-11	2.12E-9	2.28 (13581,582,756,74)
	GO:0016772	transferase activity, transferring phosphorus-containing groups	1.52E-9	2.03E-7	2.02 (13581,693,756,78)
	GO:0004715	non-membrane spanning protein tyrosine kinase activity	2.15E-9	2.72E-7	6.12 (13581,47,756,16)
	GO:0004721	phosphoprotein phosphatase activity	8.29E-9	9.99E-7	3.18 (13581,175,756,31)
	GO:0043167	ion binding	8.62E-9	9.91E-7	1.42 (13581,2741,756,216)
	GO:0004725	protein tyrosine phosphatase activity	1.82E-8	2E-6	3.99 (13581,99,756,22)
	GO:0016787	hydrolase activity	2.72E-8	2.87E-6	1.55 (13581,1654,756,143)
	GO:0016791	phosphatase activity	1.5E-7	1.52E-5	2.67 (13581,229,756,34)
	GO:0016740	transferase activity	3.82E-7	3.72E-5	1.51 (13581,1621,756,136)
	GO:0042578	phosphoric ester hydrolase activity	2.4E-6	2.25E-4	2.34 (13581,269,756,35)
	GO:0016788	hydrolase activity, acting on ester bonds	3.77E-6	3.41E-4	1.92 (13581,497,756,53)
	GO:1901363	heterocyclic compound binding	6.18E-6	5.39E-4	1.30 (13581,3011,756,218)
	GO:0097159	organic cyclic compound binding	8.02E-6	6.76E-4	1.30 (13581,3022,756,218)
	GO:0004713	protein tyrosine kinase activity	1.09E-5	8.89E-4	3.32 (13581,92,756,17)
DE genes which are specific to ADAR mutant	GO:0098772	molecular function regulator	2.98E-6	7.56E-3	2.04 (13581,396,772,46)
	GO:0004867	serine-type endopeptidase inhibitor activity	5.28E-6	6.68E-3	4.69 (13581,45,772,12)
	GO:0004866	endopeptidase inhibitor activity	1.39E-5	8.82E-3	4.01 (13581,57,772,13)

¹N, total number of genes; B; total number of genes associated with a specific GO term; n, number of differentially expressed genes; b, number of genes in the intersection; Enrichment, (b/n) / (B/N).

How the deposited data were processed for this re-analysis (not part of the article)

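RNA was measured in 16 libraries of worms at the L4 stage, from N2 and from 2 strains without functional ADARs, BB4 and BB21, under standard conditions and after heat shock. The authors trimmed and collapsed single reads of 50 nt, aligned them to WS220 transcripts with Bowtie, allowing multiple alignments, and counted reads per transcript. The signal values deposited for each library are these read counts divided by 1 size factor per library, which the authors computed in DESeq2, and they are called normalized counts here. The log2 values of the deposited comparison table are fold changes of heat shock against standard conditions, computed by the authors with DESeq2 in N2 and in the 2 mutant strains together. The p-values of that table were computed by the authors with DESeq2 and adjusted for the false discovery rate. The versions of the aligner and of DESeq2 that the authors used are not stated.

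The table of normalized counts holds 26080 features in all 16 libraries. Each value was tested as a whole multiple of its library's step, and reads were recovered from these multiples. The median depth of the 6 deep libraries was 30742153 reads and that of the 10 shallow libraries 7866919, a ratio of 3.91. Between libraries of the same group, with BB4 and BB21 as 1 strain, Pearson's r of the log2 values was 0.735 to 0.986 over 26 pairs, and the variance between replicates was 3.66 to 268 times that of counting noise. The first principal component held 54.5% of the variance and the second 20.2%. On the first, the 6 deep libraries lay at 110 to 199 and the 10 shallow ones at -152 to 0.0584. It thus parts the deep from the shallow libraries, and the main fit has no term for this. The titles of the deep libraries end differently from those of the shallow ones. Sequencing depth therefore cannot be told apart from other differences between these sets of libraries. Features with the same reads in all libraries left 25581 distinct read profiles. Of the features, 25643 matched the annotation WBcel235, which differs from the WS220 transcripts, so no coordinates are given.

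Tests were run in R 4.3.3 with limma 3.58.1 (a linear model of the 4 groups, contrasts and moderated variances with a trend), with 1 added to each normalized count before the log2. The same comparisons were run on the recovered reads with DESeq2 1.42.0 and with the quasi-likelihood test of edgeR 4.0.16. The comparisons were heat shock against standard conditions in N2 and in ADAR mutants, ADAR mutants against N2 under standard conditions, and the difference of the 2 responses. Features specific to a strain passed both thresholds there and had an unadjusted p above 0.1 and a log2 fold change under 2 in size in the other strain, as in the methods. Classes were compared with lists by Fisher's exact test, which counts features as independent.

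The 22 lists were small heat-shock proteins, cytosolic chaperones, the unfolded protein response of the endoplasmic reticulum, mitochondrial chaperones, cuticle collagens, molting and hedgehog-related genes, histones, ribosomal proteins, antimicrobial peptides, C-type lectins, detoxification, vitellogenins, RNAi factors, F-box, MATH/BTB, sperm, oocyte and early embryo, germ line, neurons, body muscle, intestine and pharynx. They were fixed by gene symbol. Genes were named by a rule. It takes each gene for which the paper gives a measurement, the 10 highest and 10 lowest fold changes of each comparison among features that passed with a mean of at least 20 and no overlap between groups, the 4 most abundant members of each list and the 2 with the lowest adjusted p, and the 10 pseudogenes with the largest fold changes among those specific to ADAR mutants in the authors' table and in the limma fit. Genes named outside this rule were chosen after their values were seen. The supplementary tables, File S1 and File S2, had been read before this rule was written. The rule that defines the pseudogene list, the tests of ncRNAs and of all annotated pseudogenes in the classes, the grouping of features whose reads differ by at most 10%, the test of lists in the class of both strains and the use of the authors' class of 26 pseudogenes were chosen after the data were seen.

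Heat-shocked and standard libraries carry the same strain and replicate number, and the replicate block takes them as pairs. For each standard library the deviations from its group mean were correlated with those of the heat-shocked library of the same strain and number (0.385 to 0.822), and in 3 of the 8 pairs another heat-shocked library of N2 or of the ADAR mutants had a higher correlation. The alternatives tried were another pseudocount, filter, scaling, tool, fold threshold or fold table, 1 feature per gene, the replicate block, a fit of 2 groups, 1 mutant strain, each library left out in turn, the shallow libraries alone and an estimated correlation in camera.

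On simulated data the interaction test called 62% of features whose response differed 16-fold, and 52%, 88% and 94% of those that differed 4-fold, 8-fold and 16-fold with the replicate block. A 4-fold change was called in 20% of features in N2 and 47% in ADAR mutants (64% and 84% with the replicate block). Of 100 features changed more than 4-fold in both strains, 63 were called in both (94 with the replicate block, 86 by DESeq2 and 59 by edgeR). Of 20 simulated lists of unchanged features 1 was called, and of 5 lists of raised features 5 were called.

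The tests of the genes edited at their 3′UTR were left out because 6 could be identified, from the first 1999 features of File S1. The test over features of the methods takes features with an adjusted p of at most 0.05, which leaves 1 here, so it was run over all features of the list.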

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

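The lists and comparisons in this part were fixed with the design, and the fit without N2 replicate 2 and BB4 replicate 1 and the comparison of these 2 libraries were chosen after results were seen.

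In groups of 5 libraries, 5 of 62 groups held a library far from the other 4, where about 1 in 20 groups is expected by chance. After heat shock, BB4 replicate 1 had an hsp-70 count of 266, beside 2603 to 3456 in the other ADAR mutant libraries. The same library had the lowest mean log2 count of cytosolic chaperones (10.6, others 11.7 to 12.0) and of the unfolded protein response of the endoplasmic reticulum (10.1, others 10.7 to 10.8). N2 replicate 2, whose title has the same ending, was likewise the lowest of the 3 N2 libraries after heat shock for both lists (10.9, others 11.5 and 12.0, and 9.99, others 10.4 and 10.7). BB4 replicate 3 had an adr-2 count of 533 after heat shock, beside 155 to 251 in the others. Under standard conditions, BB21 replicate 1 had the highest mean log2 count of neuronal genes (7.47, others 7.35 to 7.38).

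The response to heat shock differed between ADAR mutants and N2 for 9 of the 22 lists at an adjusted p under 0.05 from camera in limma with Benjamini-Hochberg adjustment, and none of the 9 passed with an estimated correlation. It was higher in ADAR mutants for cytosolic chaperones (median difference 0.35), the unfolded protein response of the endoplasmic reticulum (0.33), molting and hedgehog-related genes (0.38), RNAi factors (0.22), germ line genes (0.19) and intestinal genes (0.43). It was lower in ADAR mutants for antimicrobial peptides (-0.54), F-box genes (-0.34) and sperm genes (-0.52). Another 2 lists passed with the replicate block, cuticle collagens (median difference -0.10, adjusted p = 0.0122 from camera in limma with Benjamini-Hochberg adjustment) and histones (-0.27, adjusted p = 0.00433 from the same test). No single feature passed this test in any list (0 by limma, with 341 at an unadjusted p under 0.05 over all features, 0 by DESeq2 and 0 by edgeR). When 1 library was left out, 8 of the 9 lost their call in at least 1 case, and F-box genes kept it. The difference of the molting genes ran from -0.08 without N2 heat shock replicate 1 to 1.27 without N2 heat shock replicate 3, and its call was lost in 8 of 16 cases and with DESeq2 (0.17) and edgeR (0.18). That of the antimicrobial peptides ran from -0.90 without N2 heat shock replicate 3 to 0.03 without N2 heat shock replicate 1, with the call lost in 6 of 16 cases, that of the RNAi factors from 0.07 without N2 standard replicate 3 to 0.46 without N2 heat shock replicate 3 (lost in 9 of 16) and that of the sperm genes from -1.20 without N2 heat shock replicate 3 to -0.01 without N2 heat shock replicate 1 (lost in 2 of 16). The differences of the cytosolic chaperones and of the unfolded protein response were lowest, and lost their call, without N2 heat shock replicate 2 (0.11 and 0.17), which is 1 of 3 N2 libraries where BB4 replicate 1, with the same ending, is 1 of 5. Without both replicates in both conditions they were 0.31 and 0.38 and passed. Explanations for these differences were not tested.

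Some list results that the paper does not report passed camera both with the preset and with an estimated correlation. Oocyte and early embryo genes were lower after heat shock, with medians of -1.32 in N2 (lower in 3 of 3 pairs) and -1.20 in ADAR mutants (lower in 5 of 5 pairs). Germ line genes were lower after heat shock in N2, with a median of -0.54 (lower in 3 of 3 pairs). Under standard conditions, ADAR mutants had higher cuticle collagens (0.78) and lower germ line genes (-0.23) than N2. The paper reports cuticle terms among the genes changed by heat shock in both strains, and not for this comparison.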

How the results depend on the processing

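The settings with sequencing depth or title ending as a term, the deep libraries alone, the fit without N2 replicate 2 and BB4 replicate 1, the distinct read profiles, the wider lists of pseudogenes, lncRNAs and ncRNAs, the class chosen by DESeq2 or edgeR, 1 feature per group of shared reads, the authors' class of 26 pseudogenes, the tests of ncRNA and of annotated pseudogenes in the classes, the use of Fisher's exact test for heat-shock related features and the test of lists in the class of both strains were chosen after the data were seen. For every change below whose setting does not itself remove libraries, features or reads, the cause was not tested.

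The differentially expressed features numbered 476 in N2, 897 in ADAR mutants, 251 in both strains, 112 in ADAR mutants alone and 27 in N2 alone, and 1 differed between the strains under standard conditions. By limma, no setting called a feature in the test of the difference between the responses. With a pseudocount of 5 there were 255 in N2, 579 in ADAR mutants, 140 in both strains, 71 in ADAR mutants alone and 8 in N2 alone. With a mean of at least 10 there were 69 in ADAR mutants alone, 15 in N2 alone and 2 between the strains under standard conditions. DESeq2 gave 1011 in N2, 1479 in ADAR mutants, 648 in both strains, 212 in ADAR mutants alone, 59 in N2 alone and 22 between the strains under standard conditions, and edgeR gave 317 in N2, 10 in N2 alone and 0 between the strains under standard conditions. Quantile normalization gave 138 in N2, 102 in both strains, 1 in N2 alone and 0 between the strains under standard conditions. With 1 feature per gene there were 2 between the strains under standard conditions. The replicate block gave 1222 in N2, 1348 in ADAR mutants, 626 in both strains, 205 in ADAR mutants alone and 130 in N2 alone. A fit of the 2 groups compared, which has fewer libraries to estimate the spread, gave 0 in N2, 0 in both strains, 274 in ADAR mutants alone, 0 in N2 alone and 0 between the strains under standard conditions. With BB4 alone limma called 47 in N2, 0 in ADAR mutants, 0 in both strains, 0 in ADAR mutants alone, 0 in N2 alone and 0 between the strains under standard conditions, and with BB21 alone 0 in N2, 0 in ADAR mutants, 0 in both strains, 0 in ADAR mutants alone, 0 in N2 alone and 0 between the strains under standard conditions. The 10 shallow libraries gave 291 in ADAR mutants alone, 88 in N2 alone and 62 between the strains under standard conditions. A log2 fold change over 1 gave 1634 in ADAR mutants, 411 in both strains and 42 in N2 alone. The authors' p-values, over the features kept here, gave 1488 in N2, 1826 in ADAR mutants, 975 in both strains, 257 in ADAR mutants alone and 91 in N2 alone. With depth as a term there were 1312 in N2, 1365 in ADAR mutants, 645 in both strains, 211 in ADAR mutants alone, 161 in N2 alone and 11 between the strains under standard conditions. With the title ending as a term there were 1459 in N2, 678 in both strains, 178 in N2 alone and 11 between the strains under standard conditions. The deep libraries gave 1524 in N2, 1856 in ADAR mutants and 1138 in both strains. Without N2 replicate 2 and BB4 replicate 1 in both conditions there were 300 in N2, 72 in ADAR mutants alone, 5 in N2 alone and 0 between the strains under standard conditions.

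With 1 library left out, features differentially expressed in N2 numbered 39 to 898, moving more than 1.5 times without N2 standard replicate 1 (39), 2 (77), N2 heat shock replicate 1 (73), 2 (898), BB4 standard replicate 1 (309), 2 (306), 3 (296), BB4 heat shock replicate 3 (282) or BB21 standard replicate 2 (294). In ADAR mutants they numbered 512 to 1210, moving as much without BB4 heat shock replicate 2 (512) or BB21 standard replicate 1 (586). In both strains they numbered 32 to 437, moving without N2 standard replicate 1 (32), 2 (58), N2 heat shock replicate 1 (59), 2 (437), 3 (131), BB4 standard replicate 2 (162), 3 (166) or BB4 heat shock replicate 3 (166). In ADAR mutants alone they numbered 35 to 466, moving without N2 heat shock replicate 2 (74), 3 (466), BB4 standard replicate 1 (54), 2 (43), 3 (66), BB4 heat shock replicate 1 (224), 2 (35), 3 (39), BB21 standard replicate 1 (41) or BB21 heat shock replicate 2 (35). In N2 alone they numbered 0 to 60, moving without N2 standard replicate 1 (0), 2 (2), 3 (46), N2 heat shock replicate 1 (0), 2 (44), 3 (60), BB4 standard replicate 1 (15), 2 (9), 3 (15), BB4 heat shock replicate 1 (42), 3 (9), BB21 standard replicate 1 (16), 2 (12) or BB21 heat shock replicate 2 (14). Under standard conditions 0 to 3 differed between the strains, moving without N2 standard replicate 1 (0), 2 (0), 3 (3), BB4 standard replicate 1 (0), 2 (0) or BB21 standard replicate 1 (0). Pearson's r between BB4 and BB21, 0.983, became 0.932 to 0.986, with its lowest values without BB4 standard replicate 3 (0.932) or BB21 standard replicate 1 (0.958), 2 (0.955), where 1 or 2 libraries of a strain remain.

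The share of upregulated features among those of ADAR mutants alone, 56.3%, was below that of the others in every setting where the difference passed. The difference no longer passed with quantile normalization (57.0%, Fisher's exact p = 0.815), the replicate block (74.6%, Fisher's exact p = 0.199), a log2 fold change over 1 (66.9%, Fisher's exact p = 0.132), depth as a term (76.3%, Fisher's exact p = 0.412) or title ending as a term (72.4%, Fisher's exact p = 0.0983). With 1 library left out the share was 40.2 to 71.7%, and the difference did not pass without N2 standard replicate 3 (71.2), N2 heat shock replicate 1 (71.7), BB4 heat shock replicate 2 (60), 3 (58.97) or BB21 heat shock replicate 2 (62.9).

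Pseudogenes in N2 alone, 5 of 27, no longer passed with a pseudocount of 5 (1, Fisher's exact p = 0.194), DESeq2 (2, Fisher's exact p = 0.671), edgeR (1, Fisher's exact p = 0.236) or the shallow libraries (3, Fisher's exact p = 0.496). They fell below the number by chance with quantile normalization (0), the authors' p-values (1, Fisher's exact p = 0.737) and the deep libraries (0). With 1 library left out they numbered 1 to 7, and did not pass without N2 standard replicate 2 (1), 3 (3), N2 heat shock replicate 3 (4), BB4 standard replicate 1 (1), 2 (1), 3 (2), BB4 heat shock replicate 3 (1), BB21 standard replicate 1 (1), 2 (1) or BB21 heat shock replicate 1 (1), 2 (2). Pseudogenes among the upregulated features of ADAR mutants alone, 0 by limma, were more than by chance with a pseudocount of 0.5 (16, Fisher's exact p = 1.81e-09), DESeq2 (18, Fisher's exact p = 2.32e-09), edgeR (17, Fisher's exact p = 4.72e-12), the shallow libraries (13, Fisher's exact p = 0.00299), a log2 fold change over 1 (16, Fisher's exact p = 1.37e-08) and the authors' p-values (26, Fisher's exact p = 3.94e-12). These tests count features that share reads separately. Per group of shared reads there were 4 by DESeq2, 3 by edgeR and 12 in the authors' class, beside 3.49, 1.92 and 7.67 expected at the same counts. As many were held by 4612, 3017 and 869 of 10000 draws. With the replicate block the pseudogene list had 0 there (Fisher's exact p = 0.0374). The block leaves the fold changes as in the main fit, where the highest of the authors' 26 pseudogenes was 1.97. This 0 is therefore not evidence of a depletion. Among the downregulated features of ADAR mutants alone, 2 by limma, pseudogenes passed with a log2 fold change over 1 (4, Fisher's exact p = 0.0464).

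Heat-shock related features in both strains, 45, did not pass without N2 standard replicate 1 (3, Fisher's exact p = 0.0875), in a range of 3 to 59 with 1 library left out. In ADAR mutants alone, 2 by limma, they were fewer than by chance with DESeq2 (0, Fisher's exact p = 0.00150), the replicate block (1, Fisher's exact p = 0.0164), the authors' p-values (0, Fisher's exact p = 3.08e-04) and depth as a term (1, Fisher's exact p = 0.0112), and more in a fit of the 2 groups compared (16, Fisher's exact p = 0.0255). With 1 library left out they numbered 0 to 28, fewer than by chance without N2 heat shock replicate 1 (0, Fisher's exact p = 0.0107) and more without N2 standard replicate 1 (16, Fisher's exact p = 6.56e-05) or N2 heat shock replicate 3 (28, Fisher's exact p = 0.00241). Because the genes of File S2 were chosen by their tendency in both strains of these samples, none of these tests is independent evidence.

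Antimicrobial peptides among the features of both strains, 8, became 0 with quantile normalization and 0 to 9 with 1 library left out, with 0 without N2 standard replicate 1 or N2 heat shock replicate 1. Small heat-shock proteins, 0 by limma, were more than by chance with DESeq2 (4, Fisher's exact p = 0.00139), edgeR (2, Fisher's exact p = 0.0110), a log2 fold change over 1 (3, Fisher's exact p = 0.00376), the authors' p-values (4, Fisher's exact p = 0.00607) and without N2 replicate 2 and BB4 replicate 1 (4, Fisher's exact p = 2.90e-05). With 1 library left out they numbered 0 to 3, the highest without BB4 heat shock replicate 1. Cytosolic chaperones, 0 by limma, passed without N2 replicate 2 and BB4 replicate 1 (2, Fisher's exact p = 0.0222).

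The shift of the pseudogene list under standard conditions, a median of -0.01, no longer passed with quantile normalization (-0.0875) or with an estimated correlation (-0.00958), and with 1 library left out (medians -0.0386 to 0.11) it did not pass without N2 standard replicate 3 (-0.0386). The authors' class of 26 pseudogenes had a median of 0.04 and did not pass. It passed below 0 with DESeq2 (-0.81), edgeR (-0.70), quantile normalization (-0.0671), BB21 alone (-0.40), distinct read profiles (-0.56) and 1 feature per group of shared reads (-0.67). In the deep libraries, which hold 1 library of N2 per condition, the median was -0.79. The test over features of the methods passed too, at the same median of 0.0443. That test compares means, and the 26 values ran from -1.34 to 0.15, so the median does not give its direction. With 1 library left out the median of the class was -0.19 to 0.45, and the class passed without N2 standard replicate 1 (-0.16), 2 (-0.16) or BB4 standard replicate 2 (-0.19), 3 (-0.0534). Of the 42 list calls, 5 remained with an estimated correlation. Vitellogenins under standard conditions had medians of -0.66 to 0.17 with 1 library left out, above 0 without N2 standard replicate 3 (0.17), and antimicrobial peptides, in the difference of responses, -0.90 to 0.0304, above 0 without N2 heat shock replicate 1 (0.0304). In the deep libraries 3 lists changed direction, antimicrobial peptides in ADAR mutants (-0.21), pharynx under standard conditions (-0.16) and molting genes relative to all features in the difference of responses (0.0368).

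Over the alternatives, 1125 results of single genes kept their direction and their side of the threshold and 332 no longer passed. Of the results of single lists, 1311 kept both and 135 no longer passed. Annotated pseudogenes of any kind passed with the replicate block among the downregulated features of ADAR mutants alone (6, Fisher's exact p = 0.0337, beside 4 without it, Fisher's exact p = 0.291), and features annotated as ncRNA in N2 alone (15, Fisher's exact p = 1.98e-06, beside 1, Fisher's exact p = 0.517). Where a class was empty, its tests gave no value. The tests of genes edited at their 3′UTR were not run. When a strain keeps 1 library in a condition, that library is assumed to vary like the other groups.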

Differences from the paper's values

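The settings with depth or title ending as a term, the deep libraries alone, the authors' class of 26 pseudogenes, the test of ncRNA in the classes and the test of lists in the class of both strains were chosen after the data were seen. The counts below use the thresholds of the methods except where a log2 fold change over 1 is named, 2 counts are taken to differ when 1 is more than 1.5 times the other, and the paper's values are those of its deposited table unless a figure is named. The setting called the authors' p-values takes fold changes and p-values from that same deposited table and only adjusts them anew. Its closeness to the paper's values is therefore fixed beforehand and is not an independent reproduction.

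In N2 the paper's table has 1481 differentially expressed features and limma called 476. Of the alternatives set before the data were examined, DESeq2 (1011), the authors' p-values over the features kept here (1488) and the replicate block (1222) do not differ from the paper's value, and the other 12 of 15 do, as does leaving out any of the 16 libraries. In ADAR mutants the paper's table has 1821 and limma called 897. DESeq2 (1479), a log2 fold change over 1 (1634), the authors' p-values (1826) and the replicate block (1348) do not differ, and the other 11 of 15 do, as does leaving out any of the 16 libraries. In both strains the paper's table has 969 and limma called 251. DESeq2 (648) and the authors' p-values (975) do not differ, and the other 13 of 15 do, as does leaving out any of the 16 libraries.

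In ADAR mutants alone the paper's table has 255 features and limma called 112. DESeq2 (212), a fit of the 2 groups compared (274), the authors' p-values (257), the replicate block (205) and the shallow libraries (291) do not differ, and the other 10 of 15 do. Of the 16 libraries left out in turn, 1 closes the difference, BB4 heat shock replicate 1 (224). In N2 alone the paper's table has 91 and limma called 27. The authors' p-values (91), the replicate block (130) and the shallow libraries (88) do not differ, and the other 12 of 15 do, as does leaving out any of the 16 libraries.

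Settings chosen after the values were seen also come within the paper's values. In N2 these are depth as a term (1312, leaving out 413 of the paper's features), title ending as a term (1459, leaving out 334) and the deep libraries (1524, leaving out 593), all chosen after the data were seen. The deep libraries hold 1 library of N2 per condition, so their count in N2, and with it the count in both strains, takes its spread from the ADAR mutants. In ADAR mutants, depth as a term (1365, leaving out 506) and the deep libraries (1856, leaving out 512) were chosen after the data were seen too. The same holds in both strains for title ending as a term (678, leaving out 354) and the deep libraries (1138, leaving out 304), and in ADAR mutants alone for depth as a term (211, leaving out 174).

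Heat-shock related genes among those of both strains number about 100 in the paper's Fig. 3B, read by eye, and 45 here. DESeq2 (87), the authors' p-values (99) and the replicate block (75) do not differ, and the other 9 of 12 do, as does leaving out any of the 16 libraries. Depth as a term (74) and the deep libraries (115), chosen after the data were seen, do not differ either, and since the figure does not list its genes, those left out could not be counted. Pseudogenes and lncRNAs upregulated in ADAR mutants alone number about 29 in the paper's Fig. 4F, read by eye, and 0 by limma here for the pseudogene list. The authors' p-values (26) do not differ, and the other 12 of 13 do, with 18 by DESeq2 and 17 by edgeR, as does leaving out any of the 16 libraries.

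The paper states that pseudogenes and lncRNAs are enriched among the genes upregulated after heat shock in ADAR mutants alone. By limma none of the pseudogene list was in this class, which held 1 annotated pseudogene outside the list and 8 features annotated as ncRNA (Fisher's exact p = 2.53e-04 for ncRNA, tested after the class was seen), and for the list DESeq2 (18, Fisher's exact p = 2.32e-09), edgeR (17, Fisher's exact p = 4.72e-12), a pseudocount of 0.5 (16), a log2 fold change over 1 (16), the shallow libraries (13) and the authors' p-values (26, Fisher's exact p = 3.94e-12) place more of them there than chance. Counted once per group of shared reads and beside groups of the same counts, DESeq2 had 4 (3.49 expected), edgeR 3 (1.92 expected) and the authors' class 12 (7.67 expected). As many were held by 4612, 3017 and 869 of 10000 draws, so chance is not excluded in this count. With so few groups the draws do not exclude an excess either. Not matched for counts, the 12 groups of the authors' class compare with 2.69 expected (Fisher's exact p = 1.67e-05). Over single features of the same counts, as many were held by 8 (DESeq2), 0 (edgeR) and 4 (authors' class) of 10000 draws, which count copies of the same reads separately. The paper states that the pseudogenes and lncRNAs upregulated in ADAR mutants alone are lower in these mutants under standard conditions. Of its group, 26 could be identified here, so the values are not those of the whole group. Their median log2 fold change by limma was 0.04, and 9 of 26 were lower, while DESeq2 (-0.81) and edgeR (-0.70) gave lower medians. Of the 26, 15 are tRNA pseudogenes of 1 group of shared reads. Counted once per group, a count chosen after the data were seen, the median by limma was -0.67 and 9 of 12 were lower (camera in limma, p = 0.00286 with the preset correlation). ADAR mutant libraries under standard conditions entered both the choice of the class and these values. Of the 3 heat-shock genes the paper names as induced in both strains, hsp-16.2 and hsp-16.11 passed in ADAR mutants and, in N2, with the replicate block, and hsp-70 passed in neither strain by limma. The paper reports terms of the stress response and unfolded protein response among the genes of both strains. Of the lists, small heat-shock proteins (0 of 19) and cytosolic chaperones (0 of 24) had no feature there by limma and the unfolded protein response of the endoplasmic reticulum had 1 of 26, while DESeq2 placed 4 small heat-shock proteins there (4, Fisher's exact p = 0.00139). These lists were fixed by gene symbol and are not the gene sets of the paper's terms, so the counts do not test those terms.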

Other observations

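The test of reads shared by identical copies, that of the pairing of libraries left out of the fit, the replicate block in the test of unequal numbers, the use of edgeR, of DESeq2 and of the authors' class for pseudogenes, and depth as a term were chosen after results were seen.

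Oocyte genes and yolk proteins fell after heat shock. The count of egg-3, a protein of the oocyte cortex, was 2365 ± 286 under standard conditions and 783 ± 368 after heat shock in N2 (SD, n = 3), and 1870.4 ± 213 and 693 ± 164 in ADAR mutants (SD, n = 5). Of 26 oocyte and early embryo features, 5 passed in N2 and 16 in ADAR mutants, all lower (19 and 22 adjusted over the list alone, and 24 and 25 with the replicate block). Vitellogenins, the yolk proteins made in the intestine, had medians of -1.14 in N2 (adjusted p = 2.32e-07 from camera in limma with Benjamini-Hochberg adjustment, and adjusted p = 0.296 with an estimated correlation) and -1.10 in ADAR mutants (adjusted p = 3.71e-09 from camera in limma with Benjamini-Hochberg adjustment, and adjusted p = 0.195 with an estimated correlation), and vit-1 went from 11880.2 ± 4285 to 3622 ± 1425 in N2 (SD, n = 3). Germ line genes had a median of -0.34 in ADAR mutants (adjusted p = 0.00121 from camera in limma with Benjamini-Hochberg adjustment, and adjusted p = 0.0696 with an estimated correlation). Intestinal genes had medians of -0.74 in N2 (adjusted p = 0.0136 from camera in limma with Benjamini-Hochberg adjustment, and adjusted p = 0.296 with an estimated correlation) and -0.24 in ADAR mutants (adjusted p = 0.395 from camera in limma with Benjamini-Hochberg adjustment). Detoxification genes, which include cytochromes P450 and glucuronosyl transferases, had medians of -0.43 in N2 (adjusted p = 1.61e-04 from camera in limma with Benjamini-Hochberg adjustment, and adjusted p = 0.174 with an estimated correlation) and -0.25 in ADAR mutants (adjusted p = 5.67e-06 from camera in limma with Benjamini-Hochberg adjustment, and adjusted p = 0.0696 with an estimated correlation), and cyp-13B2 fell from 25.9 ± 11.1 to 3.24 ± 1.60 in ADAR mutants (SD, n = 5).

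Molting and hedgehog-related genes, which act in the renewal of the cuticle, had medians of 1.01 in N2 (adjusted p = 1.22e-04 from camera in limma with Benjamini-Hochberg adjustment, and adjusted p = 0.546 with an estimated correlation) and 1.60 in ADAR mutants (adjusted p = 2.18e-10 from camera in limma with Benjamini-Hochberg adjustment, and adjusted p = 0.419 with an estimated correlation). Among them grl-21 had 32.8 ± 29.7 and 635 ± 86.4 normalized counts in N2 (SD, n = 3), and grd-15 had 2.96 ± 0.984 and 37.0 ± 17.2. Antimicrobial peptides had medians of 1.00 in N2 (adjusted p = 7.46e-06 from camera in limma with Benjamini-Hochberg adjustment, and adjusted p = 0.538 with an estimated correlation) and 0.41 in ADAR mutants (adjusted p = 0.00194 from camera in limma with Benjamini-Hochberg adjustment, and adjusted p = 0.666 with an estimated correlation). When 1 library was left out the latter ran from 0.14 (without BB4 heat shock replicate 2) to 0.87 (without BB21 heat shock replicate 2), and its call was lost without BB4 heat shock replicate 1 or 2. F-box genes had medians of 0.38 in N2, which quantile normalization turns to -0.02 (adjusted p = 8.40e-04 from camera in limma with Benjamini-Hochberg adjustment, and adjusted p = 0.379 with an estimated correlation), and 0.14 in ADAR mutants (adjusted p = 0.571 from camera in limma with Benjamini-Hochberg adjustment). C-type lectins (medians 0.02 in N2 and 0.00 in ADAR mutants) and MATH/BTB genes (-0.06 and -0.05) did not pass as groups, and clec-196 rose from 4.06 ± 3.03 to 69.8 ± 26.9 in N2 (SD, n = 3). Sperm genes (0.18 and -0.33), neuronal genes (0.15 and 0.11), body muscle genes (0.27 and 0.24) and pharyngeal genes (0.59 and 0.41) did not pass in either strain. Under the replicate block, sperm genes passed in N2 (adjusted p = 0.00411 from camera in limma with Benjamini-Hochberg adjustment) and in ADAR mutants (adjusted p = 4.98e-04 from the same test), and body muscle genes in ADAR mutants (adjusted p = 0.00468 from the same test).

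Other splits of the libraries were compared with the real ones. Of 100 splits of the 10 ADAR mutant libraries, 2 gave as many differentially expressed features as the real split (897), which is 1 of them. This is a share under 0.05, the bound set for excluding chance. Most of these splits do not part all 5 pairs, unlike the real one, so the share does not exclude chance. The other of the 2 gave 1867, with 4 deep libraries on 1 side and none on the other. It points to the parting of deep and shallow libraries as a structure of the samples, whether from depth or from another difference between them. The 13 splits that part 5 pairs, as the real one does, are too few for a share under 0.05, with 0 as the highest of the others. The 6 N2 libraries make 10 splits, too few for a share under 0.05, and the real split (476) was the only 1 as large, with 0 as the highest of the others. Under standard conditions 5 of 56 splits gave as many features as the real one (1), the highest being 11584 when the 3 deep pairs are set against the 5 others, so chance cannot be excluded, and with depth as a term 11 features were called. For the difference of the responses the real split called 0, so that all 56 of 56 splits necessarily gave as many and their number decides nothing. The highest of the others was 12, for the deep libraries, and with the replicate block 455, for 2 pairs of N2 and 1 of BB4 against the 5 others. For the shift of the pseudogene list 40 of 56 splits gave a difference of medians as large (0.0491, highest other 0.334), so chance cannot be excluded there either.

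More features were specific to ADAR mutants than to N2, with a ratio of 4.15. Of 56 splits of the 8 pairs, 37 gave a ratio as large (highest finite ratio 405, with 25 splits that left none specific to the smaller group), so chance cannot be excluded. The pairing left out of the fit may account for part of it, since the ratio with the replicate block was 1.58. Unequal numbers of libraries may account for more, since with the replicate block 3 mutant pairs gave a median ratio over 10 choices of 0.569 (0.0159 to 1.75, above 1 in 4 of 10), beside the 1.58 of all 5. The test had been set for the fit without the block, which with 3 pairs left a median of 0 features in either class (more in ADAR mutants in 2 of 10 choices) and so decides nothing. In 60 simulations with no difference between strains, edgeR called a median of 103 upregulated features in ADAR mutants alone and 2 in N2 alone. The data gave 72 and 10 by edgeR, so an excess of this kind arises without a difference of strain. Such a difference stays open as a biological explanation, though the excess does not need it. Its direct test called no feature by limma (0, with 341 at an unadjusted p under 0.05), DESeq2 (0) or edgeR (0).

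Pseudogenes were enriched among the upregulated features of ADAR mutants alone in the authors' class. The tables argue against reads shared by identical copies as the whole cause, since counted once per group of shared reads the odds ratio was 4.93 beside 6.27 over features, a share of 0.785 (12 of 126 groups, 2.69 expected, Fisher's exact p = 1.67e-05). Low counts may account for it once shared reads are counted once, since groups drawn from the same 20 bins of mean count held 7.67 on average where the class held 12, and 869 of 10000 draws held as many (highest 21, with median counts of 4.17 in the class, 9.20 in the list and 171 over all features). Counted in the same way, the 17 features of edgeR were 3 groups beside 1.92 expected (3017 of 10000 draws as many), and the 18 of DESeq2 were 4 beside 3.49 (4612 of 10000 draws). Over single features, which count copies of the same reads separately, such draws held fewer than the classes, 12.8 beside 26 for the authors' class (4 of 10000 draws as many), 5.10 beside 17 by edgeR (0 of 10000 draws) and 8.28 beside 18 by DESeq2 (8 of 10000 draws), so neither low counts nor shared reads alone account for the number of features. Both were kept in 60 simulations with no difference between strains. By edgeR these held a median of 7 listed pseudogenes in the class and at most 19, in classes with a median of 103 features. The 17 by edgeR therefore lie within what low counts and shared reads gave together. A response particular to ADAR mutants did not meet its prediction in edgeR. There 37 of 56 splits of the pairs gave as many groups of pseudogenes as the real one (3, highest other 32). These are numbers and not shares of the class, which held 72 features in the real split and 526 in the split with 32 groups. The test therefore does not decide on an enrichment.

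Pseudogenes of this class, chosen by edgeR, had a median of -0.70 in ADAR mutants against N2 under standard conditions. The choice of the class on the same standard libraries may produce such a value, since in 60 simulations with no difference, 58 of which had a pseudogene in the class, the median was -0.98 (lowest -3.13). Over the whole class the simulated median was -1.06 (lowest -1.41), and the observed value of -1.47 lies below all 60. For the pseudogenes, a lower level in the mutants cannot be told apart from no difference. Chosen in BB4 and measured in BB21, 7 features had a median of 0.44 (3 below 0), and chosen in BB21 and measured in BB4, 16 features, of which 13 are tRNA pseudogenes, had 0.34, or -0.69 over 5 distinct read profiles. A median at or above 0 had been set as the value against a lower level, but with members on both sides of 0 and a sign that turns with the counting of shared reads it does not decide, a reading made after the values were seen.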
